# CTCF-mediated chromatin looping in EGR2 regulation and SUZ12 recruitment critical for peripheral myelination and repair

**DOI:** 10.1038/s41467-020-17955-2

**Published:** 2020-08-17

**Authors:** Jincheng Wang, Jiajia Wang, Lijun Yang, Chuntao Zhao, Laiman Natalie Wu, Lingli Xu, Feng Zhang, Qinjie Weng, Michael Wegner, Q. Richard Lu

**Keywords:** Developmental neurogenesis, Chromatin structure, Development of the nervous system, Epigenetics in the nervous system, Glial biology

## Abstract

Chromatin organization is critical for cell growth, differentiation, and disease development, however, its functions in peripheral myelination and myelin repair remain elusive. In this report, we demonstrate that the CCCTC-binding factor (CTCF), a crucial chromatin organizer, is essential for Schwann cell myelination and myelin regeneration after nerve injury. Inhibition of CTCF or its deletion blocks Schwann cell differentiation at the pro-myelinating stage, whereas overexpression of CTCF promotes the myelination program. We find that CTCF establishes chromatin interaction loops between enhancer and promoter regulatory elements and promotes expression of a key pro-myelinogenic factor EGR2. In addition, CTCF interacts with SUZ12, a component of polycomb-repressive-complex 2 (PRC2), to repress the transcriptional program associated with negative regulation of Schwann cell maturation. Together, our findings reveal a dual role of CTCF-dependent chromatin organization in promoting myelinogenic programs and recruiting chromatin-repressive complexes to block Schwann cell differentiation inhibitors to control peripheral myelination and repair.

## Abstract (web summary)

Myelination by Schwann cells (SC) in the peripheral nervous system is essential for motor function, and dysregulation of SC myelination can lead to various neuropathies. Here the authors describe a critical role of CCCTC-binding factor (CTCF)-dependent chromatin reorganization in peripheral myelination and myelin regeneration after injury.

## Introduction

High-order chromatin organization and remodeling are critical for fundamental biological processes^1–3^. Local chromatin environments that modulate recruitment of transcriptional complexes to regulatory elements are highly dynamic and depend on stage- or cell-type-specific nucleosome positions or chromatin looping^1–3^. The chromatin reorganization process enables long-range interactions such as those between promoters and enhancers that activate gene transcription. In addition, insulator-mediated contacts can organize the genome into functionally distinct domains^1–3^. Defects in chromatin structural organization or looping can cause aberrant transcriptional regulation, leading to various diseases including intellectual disabilities, cancer, and aging^4–6^.

Schwann cells (SCs) are myelinating glia in the peripheral nervous system (PNS) that form myelin sheaths around axons to optimize the saltatory nerve conduction. Defects in SCs lead to various peripheral neuropathies including motor and sensory disabilities^7,8^. SC-lineage development includes the specification of neural crest cells to SC precursors that give rise to immature SCs, which further differentiate into mature myelinating SCs^9^. The process of SC development is regulated by various intrinsic and extrinsic cues. Among intrinsic factors, transcriptional regulators such as SOX10, OCT6 (a.k.a. POU3F1), and EGR2 (a.k.a. KROX20) are required for sequential progression from immature to promyelinating SCs, and eventually into myelinating SCs^10–12^. SC development is coordinated by a hierarchy of transcriptional regulators with a main axis that SOX10 activates OCT6, and then cooperates with OCT6 to induce EGR2 expression for SC maturation^11–13^. EGR2 takes a center stage for myelinogenesis by activating myelin genes, such as *Mpz*, *Pmp22*, and *Mbp*^14,15^. The negative regulatory cues that inhibit SC myelination include NOTCH, WNT, and SOX2 pathways^12,16,17^. How chromatin reorganizes to promote expression of promyelin cues while preventing the differentiation-inhibitory events during SC myelination has not been determined.

CCCTC-binding factor (CTCF) is one of the most critical organizers for the high-order chromatin structure that enables long-range chromatin interactions^3,18,19^. Accumulating evidence suggests that CTCF mediates extensive crosstalk between promoters and distant regulatory elements and regulates local balance between active and repressive chromatin marks, therefore ensuring proper transcription levels during various biological processes^3,18,19^. CTCF can not only mediate long-range chromatin looping and modulate three-dimensional genomic architecture to regulate cell-type-specific transcriptional programs^20–22^, but also define boundaries between chromosomal topological associating domains (TADs)^23,24^. To date, the function of CTCF-dependent long-range chromatin interactions and looping in peripheral myelination and regeneration has not been defined. In addition, given its ubiquitous role in gene regulation by CTCF, whether CTCF has a temporally specific role during SC myelination remains elusive.

The specific local genomic architecture also depends on histone modifications, DNA modification patterns, and nucleosome positioning or accessibility to maintain the proper conformation for transcription^25^. Histone modifying enzymes such as the deacetylases HDAC1/2 and polycomb-repressive complex 2 (PRC2) modulate chromatin states to regulate the transcriptional program necessary for myelination and remyelination in the PNS^26–28^. At present, however, it is unknown how chromatin dynamics coordinate histone modifications to control SC myelination programs.

Here, we demonstrate a critical role of CTCF-dependent chromatin reorganization during SC differentiation from their immature precursors and in remyelination after peripheral nerve injury. We show that CTCF interacts with and recruits SUZ12 to suppress SC differentiation-inhibitory pathways. Furthermore, we find that CTCF regulates promyelination transcriptional programs at least in part by establishing an interaction between promoter and enhancer elements of the locus of *Egr2*, a key regulatory gene for SC myelination^12^. Thus, our data demonstrate a temporally specific function of the chromatin organizer CTCF for SC differentiation by modulating chromatin organization and epigenetic programs to control peripheral myelination.

## Results

### Upregulation of CTCF expression during SC differentiation

To investigate the expression pattern of CTCF in proliferative and differentiated SCs, we treated rat SCs with cAMP to promote their differentiation in vitro. Expression of mature SC markers such as EGR2, MBP, and MPZ increased during differentiation. Strikingly, CTCF protein and mRNA expression levels were also elevated during SC differentiation (Fig. 1a, b).

**Fig. 1:**
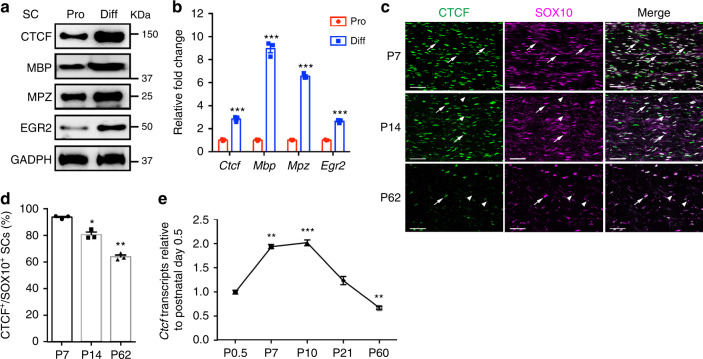
CTCF expression changes during SC-lineage progression. **a** Western blots for CTCF, MBP, MPZ, and EGR2 in proliferating and differentiated rat SC cultures. GAPDH served as a loading control. *n* = 2 independent experiments. **b** Relative qPCR expression of *Ctcf*, *Mbp*, *Mpz*, and *Egr2* in proliferating and differentiated rat SC cultures. Data are presented as means ± SEM., ***P < 0.001, *n* = 3 independent experiments; two-tailed unpaired Student’s *t*-test, *P*_(*Ctcf)*_ = 0.00021, *P*_(*Mbp)*_ = 2.8E-05, *P*_(*Mpz)*_ = 1.7E-06, *P*_(*Egr2)*_ = 3.9E-05. **c** Colocalization of CTCF with SOX10 in SC nuclei from mice at P7, P14, and P62 evaluated by immunofluorescence labeling. Representative images are shown. *n* = 3 nerve tissues at each time point. Arrows indicate SOX10^+^/CTCF^+^ SCs; arrowheads indicate SOX10^+^/CTCF^−^ SCs. Scale bars: 50 μm. **d** The percentage of CTCF^+^ nuclei in SCs (SOX10^+^) in sciatic nerves from P7, P14, and P62 mice. *n* = 3 control tissues at each time point. Data are presented as means ± SEM., *P < 0.05, **P < 0.01; *n* = 3 nerve tissues at each time point; one-way ANOVA with multiple comparisons test. *P*_(P14)_ = 0.0392, *P*_(P62)_ = 0.0052. **e** Relative qPCR expression of *Ctcf* in mouse sciatic nerves at various developmental stages. Data are presented as means ± SEM., **P < 0.01, ***P < 0.001; *n* = 3 nerve tissues at each time point; one-way ANOVA with multiple comparisons test, *P*_(P7)_ = 0.0067, *P*_(P10)_ = 0.0004, *P*_(P21)_ = 0.1503, *P*_(P60)_ = 0.0077. Source data are provided as a Source Data file.

To characterize CTCF expression in vivo, we co-immunostained CTCF with SC-lineage marker SOX10 in sciatic nerves (Fig. 1c). At postnatal day (P) 7, the majority of the SCs marked by SOX10 were also CTCF-positive. CTCF expression persisted in SCs in late developmental stages, but decreased in adulthood (Fig. 1c, d). To confirm these changes, we performed qRT-PCR analysis of mouse sciatic nerves at different stages and found that *Ctcf* transcripts were detected at the neonatal stage P0.5, an immature SC stage. *Ctcf* levels peaked at the perinatal stage P10, when the majority of SCs undergo differentiation and then were gradually reduced in adulthood (Fig. 1e).

### CTCF is critical for SC differentiation

To investigate the functions of CTCF in SC differentiation, we transfected cultured rat SCs with a siRNA designed to target CTCF. Levels of pro-SC differentiation genes, *Sox10, Egr2*, and a SC myelin gene *Mpz*, were significantly reduced in differentiated SCs deficient in CTCF (Fig. 2a). Similarly, expression of the promyelination factor EGR2 was diminished in SCs treated with si*Ctcf* (Fig. 2b–d). In contrast, expression of OCT6, which marks promyelinating SCs, was not significantly altered (Fig. 2c, d). These results suggest that CTCF deficiency blocks SC differentiation beyond the promyelinating stage.

**Fig. 2:**
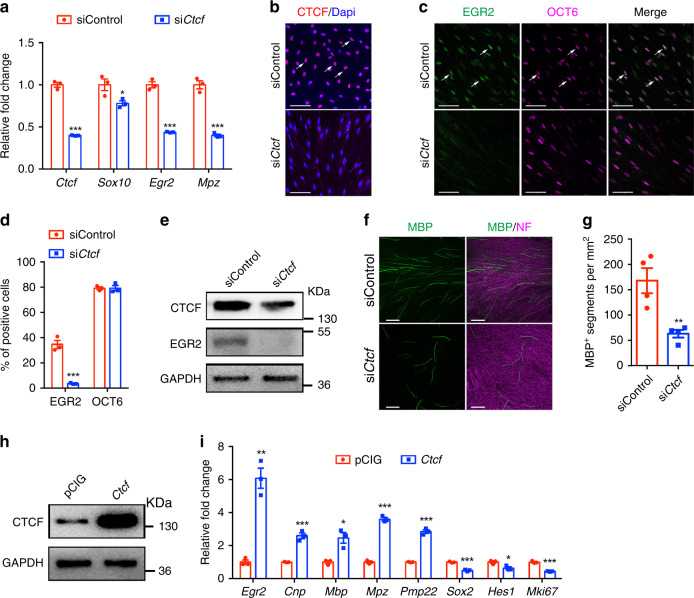
CTCF is critical for rat SC differentiation in vitro. **a** qRT-PCR analysis of *Ctcf*, *Sox10*, *Egr2*, and *Mpz* expression in rat SCs transfected with control nontargeting siRNA and si*Ctcf* for 24 h and induced to differentiate for 9 h. *n* = 3 independent experiments, *P*_(*Ctcf*)_ = 3.03E-05, *P*_(*Sox10*)_ = 0.0433, *P*_(*Egr2*)_ = 0.000107, *P*_(*Mpz*)_ = 0.000293. **b–d** Rat SCs were transfected with control siRNA or si*Ctcf* for 24 h and induced to differentiate for 9 h and CTCF- (**b**), EGR2- and OCT6-positive (**c**) cells were visualized by immunofluorescence microscopy and **d** quantified; *n* = 3 independent experiments. Arrows indicate CTCF^+^ or EGR2^+^/OCT6^+^ SCs. Scale bars: 50 µm. *n* = 3 independent experiments, *P*_(EGR2)_ = 0.00069, *P*_(OCT6)_ = 0.99. **e** Western blots for CTCF and EGR2 in co-cultures of rat DRGs and SCs treated with control siRNA or si*Ctcf*. GAPDH served as a loading control. *n* = 4 independent experiments. **f** Rat SCs treated with control siRNA or si*Ctcf* were seeded onto rat DRGs. After 10 days, co-cultures were immunostained for MBP and neurofilament-M. Images are representative of *n* = 4 independent experiments. Scale bars: 100 μm. **g** Quantification of the number of MBP^+^ segments per mm^2^ of area in myelinating co-cultures of DRGs and SCs treated with control siRNA or si*Ctcf*. *n* = 4 independent experiments, *P* = 0.0068. **h** Western blots for CTCF in rat Schwann cells induced to differentiate following transfection with control or CTCF expression vectors. *n* = 2 independent experiments. **i** qRT-PCR quantification of differentiation regulators and negative regulators in rat SCs induced to differentiate following transfection with control or CTCF expression vectors. *n* = 3 independent experiments, *P*_(*Egr2*)_ = 0.0012, *P*_(*Cnp*)_ = 0.00068, *P*_(*Mbp*)_ = 0.011, *P*_(*Mpz*)_ = 2.9E-05, *P*_(*Pmp22*)_ = 6.7E-05, *P*_(*Sox2*)_ = 0.00026, *P*_(*Hes1*)_ = 0.028, *P*_(*Mki67*)_ = 0.00024. Data are presented as means ± SEM., *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

To further determine the function of CTCF in myelination, we silenced *Ctcf* in ex vivo rat SC-dorsal root ganglion co-cultures. We observed a strong reduction of MBP^+^ myelin formation along the axons (Fig. 2e–g). In contrast, *Ctcf* overexpression elevated *Egr2* and myelination-associated genes (e.g., *Mbp*, *Mpz*, and *Pmp22*) and repressed expression of immature SC and proliferation-associated genes, such as *Sox2*, *Hes1*, and *Mki67* (Fig. 2h, i), consistent with that CTCF overexpression blocks cell-cycle progression in a variety of cell lines^29^. Thus, our data suggests that CTCF is necessary to promote the SC differentiation program.

### Mice lacking CTCF display severe peripheral hypomyelination

To investigate the SC-specific function of CTCF, we bred the *Ctcf* floxed mice (*Ctcf*^*loxP*/*loxP*^) with SC-lineage expressing *Desert hedgehog* (*Dhh*)-*Cre* line^10^ to ablate CTCF (Fig. 3a–c). *Ctcf*^*loxP/loxP*^*;Dhh-Cre* (referred as *Ctcf* cKO) mice appeared normal compared with littermate controls during the first postnatal week. Starting in the second week, however, all *Ctcf* cKO mice developed an unsteady gait and hindlimb paralysis, and the majority died by P80 (Fig. 3d). At P13, *Ctcf* cKO sciatic nerves had a thin and translucent appearance, in contrast to the thick, opaque nerves of control mice, suggesting a severe deficit in myelination (Fig. 3e).

**Fig. 3:**
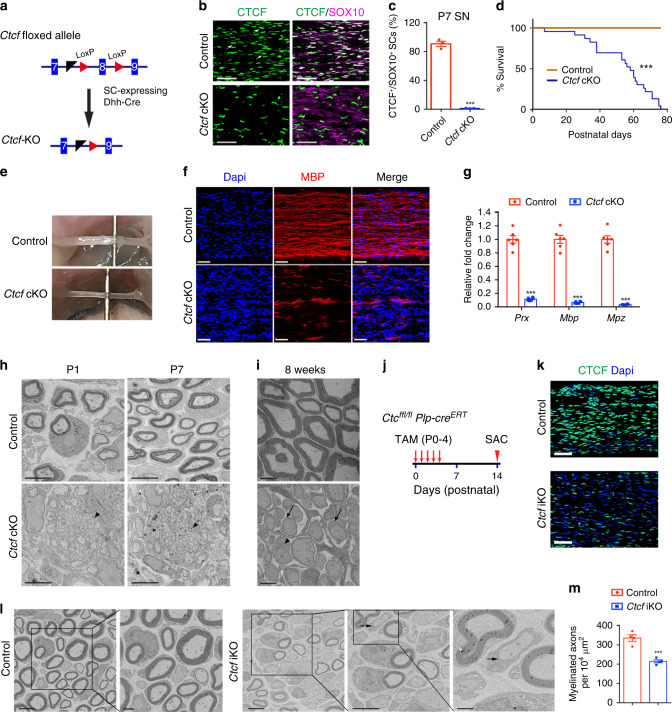
CTCF is required for peripheral nerve ensheathment. **a** Excised exon 8 of the floxed *Ctcf* allele by *Dhh-Cre*. **b** Co-labeling of CTCF with SOX10 in control and mutant sciatic nerves at P7 (*n* = 3 animals/genotype). Arrows indicate SOX10^+^/CTCF^+^ SCs. Scale bars: 50 μm. **c** The percentage of CTCF^+^ nuclei in SCs (SOX10^+^) from control and *Ctcf* cKO sciatic nerves at P7. *n* = 3 animals/genotype, *P* = 1.73E-05. **d** Survival curves of control and *Ctcf* cKO mice. *n* = 25 for control and *n* = 23 for *Ctcf* cKO mice, ***P < 0.001. **e** Representative photographs of sciatic nerves from P13 control and *Ctcf* cKO mice. *n* = 3 animals/genotype. **f** Immunofluorescence labeling of MBP (red) in P7 control and *Ctcf* cKO sciatic nerves. *n* = 3 animals/genotype. Scale bars: 50 μm. **g** The mRNA levels of myelin-related genes in P7 control and *Ctcf* cKO sciatic nerves. *n* = 6 animals/genotype. *P*_(*Prx*)_ = 1.9E-08, *P*_(*Mbp*)_ = 2.0E-08, *P*_(*Mpz*)_ = 8.5E-09. **h, i** Ultrastructure of control and *Ctcf* cKO sciatic nerves at (**h**) P1 and P7 and at (**i**) 8 weeks. *n* = 3 animals/genotype. Arrows and arrowheads indicate immature SCs and unsorted axons, respectively. Scale bars: 4 μm. **j** A diagram showing the tamoxifen (TAM) administration scheme. **k** Immunofluorescent labeling of CTCF (green) nuclei in control and *Ctcf* iKO sciatic nerves at P14. Scale bars: 50 μm. *n* = 3 animals/genotype. **l** EM images of P14 sciatic nerves from control and *Ctcf* iKO mice. *n* = 4 animals/genotype. Arrow indicates myelin membrane. Scale bars: 4 μm, and 1 μm in the inset on the right panel. **m** Myelinated axon numbers 10^−4^ μm^−2^ sections of P14 sciatic nerves from control and *Ctcf* iKO mice. *n* = 4 animals/genotype, *P* = 0.0006. Data are presented as means ± SEM., ***P < 0.001; Statistical analyses performed using two-tailed unpaired Student’s *t*-test; Log-rank test used for survival curve. Source data are provided as a Source Data file.

To assess myelinogenesis in *Ctcf* cKO mice, we immunostained for MBP in P7 peripheral nerves. Compared with the robust expression in control mice, sparse expression of MBP in sciatic nerves of mutants suggested severe hypomyelination (Fig. 3f). Accordingly, expression of the myelin-associated genes, *Prx*, *Mbp*, and *Mpz*, was substantially decreased in mutant nerves (Fig. 3g). Electron microscopy (EM) revealed that in control mice at P1 and P7, SCs were present in a 1:1 relationship with large-caliber axons and the myelin membrane had begun wrapping around axons (Fig. 3h). In contrast, in *Ctcf* cKO mice, the majority of SCs lacked peripheral myelination and showed abnormal axon bundles, and most SCs failed to establish 1:1 relationships with axons (Fig. 3h). There was a partial radial sorting defect at neonatal stages (Fig. 3h, arrowheads), which persists into adulthood. Among the few mutant mice that survived to adulthood (Fig. 3d), the gross structure of *Ctcf* cKO peripheral nerves at P56 revealed no apparent sign of myelination by SCs (Fig. 3i). These observations suggest that *Ctcf* loss results in both a radial sorting defect and a failure of promyelinating SCs to proceed to myelination in peripheral nerves.

### CTCF deletion in postnatal immature SCs blocks myelination

Since Dhh-Cre inactivated *Ctcf* in early immature SCs, we then evaluated the impact of CTCF loss in SC myelination during postnatal development by deleting *Ctcf* in promyelinating SCs in neonatal peripheral nerves by using a tamoxifen-inducible *Plp-CreERT* driver^30^. Tamoxifen administration from P0 to P4 led to efficient downregulation of CTCF in the sciatic nerves of *Ctcf*^*loxP/loxP*^*;Plp-creERT2* mice (*Ctcf* iKO; Fig. 3j, k). EM analysis indicated that ~36% of large axons remained unmyelinated in mutant nerves (Fig. 3l, m), suggesting that CTCF is required for proper initiation of SC myelinogenesis. We detected a very thin layer of myelin sheath in some nonmyelinated large diameter axons (Fig. 3l, arrow), suggesting that a thin layer of myelin membrane could be formed before myelination arrest in *Ctcf* iKO mice.

The reduced expression of CTCF in mature nerves (Fig. 1f–h) suggested a nonessential function in myelin maintenance. Consistent with this hypothesis, neither the myelin sheath thickness nor its integrity was affected in peripheral nerves of adult mice in which tamoxifen-induced deletion of *Ctcf* was carried out at 4–6 weeks of age (Supplementary Fig. 1). Thus, our data indicate a central role of CTCF in initiating SC myelination but not in maintaining myelin sheath assembly.

### CTCF is required for SC myelinogenic programs

The SC myelination process is regulated by coordinated actions of positive and negative transcription factors^11,17^. In *Ctcf* cKO sciatic nerves, we detected markedly reduced levels of myelination-promoting gene *Egr2*, at P7 and P21 (Fig. 4a, b). At P7 *Sox10* and *Oct6* levels were reduced compared with controls (Fig. 4a). At P21, *Sox10* expression was comparable to the control, but *Oct6* expression was increased (Fig. 4b). The drastic reduction of *Egr2* concomitant with upregulation of the early differentiating factor *Oct6* suggests that the SC differentiation process is stagnated at the promyelinating stage in the absence of CTCF.

**Fig. 4:**
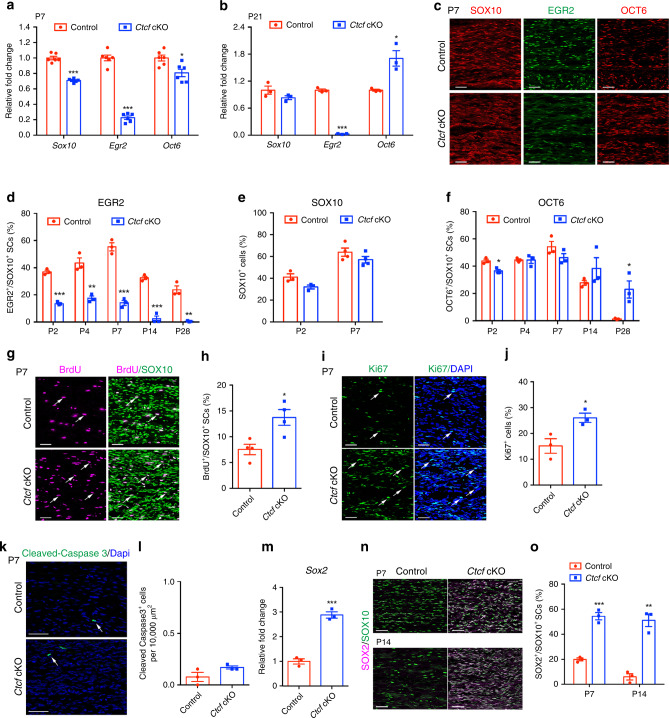
CTCF deletion in SCs inhibits SC differentiation and myelination. **a**, **b** qRT-PCR analysis of promyelinating transcriptional regulators in control and *Ctcf* cKO mice sciatic nerves at **a** P7 and **b** P21. *n* = 6 animals/genotype for P7 and *n* = 3 animals/genotype for P21, **a** *P*_(*Sox10*)_ = 3.03E-07, *P*_(*Egr2*)_ = 6.92E-09, *P*_(*Oct6*)_ = 0.0105; **b** *P*_(*Sox10*)_ = 0.171, *P*_(*Egr2*)_ = 4.97E-06, *P*_(*Oct6*)_ = 0.0152. **c** Immunolabeling of SOX10, EGR2, and OCT6 in P7 control and *Ctcf* cKO sciatic nerves (*n* = 3 animals/genotype). Scale bars: 50 μm. **d–f** Quantification of **d** EGR2^+^/SOX10^+^ cells, **e** SOX10^+^ cells, and **f** OCT6^+^/SOX10^+^ cells at different stages. *n* = 4 animals/genotype for SOX10 at P7, *n* = 3 animals/genotype for others, **d** *P*_(P2)_ = 7.27E-05, *P*_(P4)_ = 0.00331, *P*_(P7)_ = 0.000294, *P*_(P14)_ = 0.00023, *P*_(P28)_ = 0.00126; **e** *P*_(P2)_ = 0.056, *P*_(P7)_ = 0.20; **f** *P*_(P2)_ = 0.011, *P*_(P4)_ = 0.99, *P*_(P7)_ = 0.18, *P*_(P14)_ = 0.27, *P*_(P28)_ = 0.026. **g** Immunolabeling and **h** analysis of BrdU and SOX10 in P7 control and *Ctcf* cKO sciatic nerves. Arrows indicate SOX10^+^/BrdU^+^ SCs. Scale bars: 50 μm. *n* = 4 animals/genotype, *P* = 0.014. **i** Immunolabeling and **j** quantification of Ki67 in P7 control and *Ctcf* cKO sciatic nerves. Arrows indicate Ki67^+^ cells. Scale bars: 50 μm. *n* = 3 animals/genotype, *P* = 0.03. **k** Immunolabeling and **l** quantification of cleaved-caspase 3 in P7 control and *Ctcf* cKO sciatic nerves. Arrows indicate Cleaved-Caspase 3^+^ SCs. Scale bars: 100 μm. *n* = 3 animals/genotype, *P* = 0.12. **m** qPCR analysis of *Sox2* in P7 control and *Ctcf* cKO sciatic nerves. *n* = 3 animals/genotype, *P* = 0.00032. **n**, **o** Immunolabeling (**n**) and quantification of SOX2 and SOX10 (**o**) in P7 and P14 control and *Ctcf* cKO sciatic nerves. Scale bars: 50 μm. *n* = 3 animals/genotype, *P*_(P7)_ = 0.0004, *P*_(P14)_ = 0.0013. Data are presented as means ± SEM., *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

Consistent with transcript levels, EGR2 expression in *Ctcf* cKO mice was abolished throughout postnatal 4 weeks (Fig. 4c, d). The number of SOX10^+^ SCs in mutant nerves was comparable to that in control nerves at P2 and slightly lower at P7 (Fig. 4c, e), which is likely due to the overall reduction in differentiated SCs. However, the proportion of OCT6^+^ SCs was higher in *Ctcf* cKO nerves at P14 and P28 (Fig. 4c, f), suggesting that they were stalled at the promyelinating stage in *Ctcf* cKO nerves. This is consistent with a higher SC proliferation rate in *Ctcf* cKO nerves revealed by Ki67 and 5-bromo-2’-deoxyuridine (BrdU) incorporation (Fig. 4g–j).

We did not detect significant alteration in SC apoptosis in *Ctcf* mutants as determined by cleaved-caspase 3 in sciatic nerves at P7 (Fig. 4k, l). In addition, SOX2 expression was upregulated in sciatic nerves of *Ctcf* cKO mice at P7 and P14 (Fig. 4m–o). This is consistent with the role of SOX2 as a negative regulator of myelination^9^. Our findings indicate that *Ctcf* deletion arrests SCs at their promyelinating stage by blocking their transition into EGR2^+^ differentiated SCs.

### CTCF ablation in SCs blocks myelin regeneration after injury

Although CTCF was maintained at minimal levels in adult sciatic nerves, it was highly upregulated in regenerating SCs after injury (Fig. 5a). Inactivation of *Ctcf* in SCs of adult mice using *Plp-creERT2* did not alter sciatic nerve morphology or myelin sheath thickness, however (Supplementary Fig. 1). To determine whether CTCF is required for SC remyelination, we performed peripheral nerve transection in adult control and *Ctcf* iKO mice with or without tamoxifen treatment (Fig. 5b). After transection, SCs undergo dedifferentiation and proliferate, reattach the distal stumps, and establish a tissue bridge that guides regenerating axons to the distal stump, followed by SC redifferentiation and remyelination^17^. Tamoxifen administration prior and postinjury ablated CTCF expression in nearly all SCs from transected nerves in the *Ctcf* iKO mice (Fig. 5c, d).

**Fig. 5:**
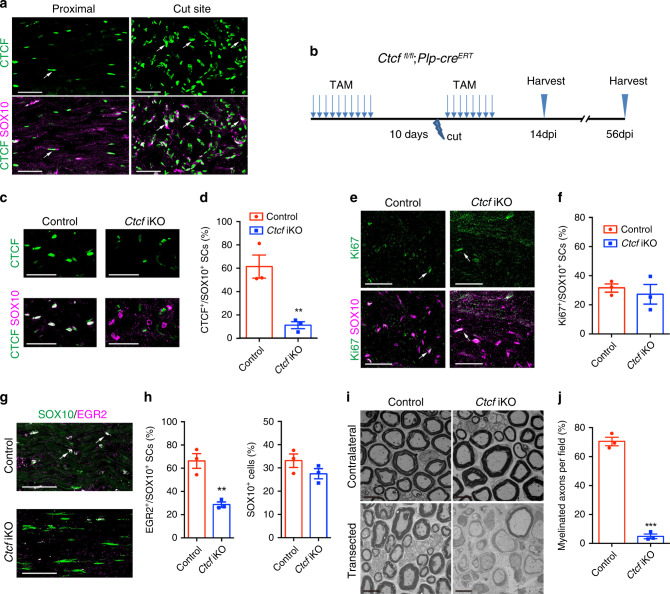
CTCF is required for SC differentiation during nerve repair. **a** Immunolabeling for CTCF and SOX10 in uninjured (proximal) and regenerating region of sciatic nerves of control mice at 14 dpi (*n* = 3 animals/genotype). Arrows indicate SOX10^+^/CTCF^+^ SCs. Scale bars: 50 μm. **b** A diagram showing the nerve transection scheme. Mice were treated with TAM via i.p. for 10 days, after 10 days, nerves were cut, and mice were then given TAM for 8 days, and nerves were analyzed at dpi 14 and 56. **c** Immunolabeling for CTCF and SOX10 in regenerating regions of control and *Ctcf* iKO sciatic nerves 14 dpi (*n* = 3 animals/genotype). Scale bars: 50 μm. **d** Proportion of CTCF^+^ SCs in the regenerating regions of 14 dpi control and *Ctcf* iKO sciatic nerves (*n* = 3 animals/genotype). *P* = 0.0083. **e** Immunolabeling for Ki67 and SOX10 in the regenerating regions of 28 dpi control and *Ctcf* iKO sciatic nerves (*n* = 2 animals/genotype). Arrows indicate representative SOX10^+^/Ki67^+^ SCs. Scale bars: 50 μm. **f** Proportion of Ki67^+^ SCs in the regenerating regions of 14 dpi control and *Ctcf* iKO sciatic nerves (*n* = 3 animals/genotype). *P* = 0.58. **g** Immunolabeling of SOX10 and EGR2 in the regenerating regions of 14 dpi control and *Ctcf* iKO sciatic nerves (*n* = 3 animals/genotype). Arrows indicate representative SOX10^+^/EGR2^+^ SCs. Scale bars: 50 μm. **h** Proportion of (left) EGR2^+^ over SOX10^+^ cells and (right) SOX10^+^ cells in the regenerating regions of 14 dpi control and *Ctcf* iKO sciatic nerves (*n* = 3 animals/genotype). *P*_(left)_ = 0.005, *P*_(right)_ = 0.19. **i** EM images of transverse sections of control and *Ctcf* iKO 8 weeks after transection (*n* = 3 animals/genotype). Scale bar: 6 μm. **j** Proportion of myelinated axons from EM images of control vs. *Ctcf* iKO 8 weeks after injury (*n* = 3 animals/genotype). *P* = 4.26E-05. Data are presented as means ± SEM., **P < 0.01, ***P < 0.001, two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

For histological analyses, we harvested sciatic nerves 14 days (dpi 14) after axotomy to assess SC differentiation. In the regenerating region of sciatic nerves, the percentage of proliferative SCs (Ki67^+^SOX10^+^) was indistinguishable between *Ctcf* iKO and control mice (*Ctcf*^*loxP/loxP*^ or *Ctcf*^*loxP/+*^*;Plp1-creERT*) (Fig. 5e, f). In contrast, SC redifferentiation was severely impaired in *Ctcf* iKO as indicated by a substantial decrease in EGR2^+^ differentiated SCs (Fig. 5g, h). EM analysis shows that a majority of axons were remyelinated at the regenerating site in control nerves 8 weeks postinjury, whereas *Ctcf* iKO mice exhibited significantly fewer remyelinated axons and thinner myelin sheath thickness (Fig. 5i, j). EGR2^+^ differentiated SCs were substantially diminished in *Ctcf* iKO mice despite the presence of SC-lineage cells (Fig. 5h), suggesting that *Ctcf*-mutant SCs were obstructed at the promyelinating stage. Taken together, our data show that CTCF is required for SC remyelination during peripheral nerve regeneration.

### CTCF regulates the transcriptional program in SCs

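RNA of P7 sciatic nerves was sequenced in 2 control and 2 *Ctcf* cKO libraries, which the paper gives as 2 animals per genotype. In *Ctcf* cKO mice, Dhh-Cre removes a floxed exon of *Ctcf* from SCs. Control replicate 1 and both *Ctcf* cKO libraries held RNA of *Xist*, of the inactive X, and of *Ddx3y*, of the Y chromosome. These libraries may each hold more than 1 mouse, so n here counts libraries. The targeted gene, *Ctcf*, on chromosome 8 of mm10 from 105636568 to 105682922, was at 19.4 and 18.3 RPKM in the control nerves and at 14.0 and 16.0 RPKM in the *Ctcf* cKO nerves (log2 fold change -0.32, SE 0.08, adjusted p = 0.021, n = 2 per group). This call ended without control replicate 1 or cKO replicate 1. The value covers the whole gene in all cells of the nerve, not the floxed exon in SCs. The authors aligned the reads to mm10 with TopHat and deposited 1 normalized value per gene and library, read here as RPKM (reads per kilobase, scaled to the reads of the library). The labels name no unit, and the values of a gene with few reads are whole multiples of a step set by the gene and the library. From that step and the transcript length, 1 RPKM was 27.01 and 25.20 reads per kb of transcript in the control libraries and 26.27 and 24.45 in the *Ctcf* cKO libraries. The table holds 16895 rows with a gene symbol, and 13728 genes with at least 1 RPKM in at least 2 of the 4 libraries were tested. The test was limma (trend) on log2(RPKM + 1), with p-values adjusted by the Benjamini-Hochberg method. Fold changes are given as log2 of *Ctcf* cKO over control on that scale, with the standard error (SE) of the fit. Levels are mean ± SD of 2 libraries. The 10 genes with the most reads in controls, estimated from RPKM and transcript length, took 14.8% and 14.5% of the reads in the control libraries and 6.34% and 5.87% in the *Ctcf* cKO libraries. The median log2 fold change of all tested genes was 0.20, a shift that quantile normalization takes off. Skeletal muscle mRNA was higher in replicate 1 than in replicate 2 of both groups. *Ckm*, the muscle creatine kinase, was at 8.24 and 0.589 RPKM in controls and at 42.6 and 1.85 RPKM in *Ctcf* cKO nerves. *Acta1*, skeletal muscle actin, was at 59.2 and 15.8 RPKM and at 122 and 24.5 RPKM, and both genes were chosen after their values were seen.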

To investigate the potential mechanisms of CTCF regulation of SC myelination, we performed RNA-seq of control and *Ctcf* cKO sciatic nerves at P7. Deletion of *Ctcf* in sciatic nerves significantly upregulated or downregulated a number of genes (>1.5-fold change, *P*-value < 0.05; Fig. 6a). 

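Of the tested genes, 6084 were higher and 2121 lower in *Ctcf* cKO nerves at an adjusted p under 0.05 from limma. The increase of *1500015O10Rik*, which encodes the secreted peptide augurin, was the largest of all on log2(RPKM + 1), from 8.29 ± 0.0411 RPKM in controls to 272 ± 10.9 RPKM in *Ctcf* cKO nerves (SD, n = 2; log2 fold change 4.88, SE 0.05, adjusted p = 1.4e-05). *Sp8*, a zinc-finger transcription factor of embryonic patterning, was at 0.00827 and 0.0266 RPKM in controls and at 26.7 and 26.4 RPKM in *Ctcf* cKO nerves (log2 fold change 4.76, adjusted p = 2.2e-05). *Npy*, the neuropeptide Y gene, was listed at 0 and at 0.291 RPKM in the controls and at 12.7 and 16.1 RPKM in the *Ctcf* cKO nerves (log2 fold change 3.75, adjusted p = 9.6e-05). *Scn1b*, a beta subunit of voltage-gated sodium channels (log2 fold change 3.74, adjusted p = 2.5e-05), and *Syt7*, a calcium sensor of exocytosis (log2 fold change 3.63, adjusted p = 2.5e-05), also rose. The largest decrease on this scale was that of *Drp2*, whose product binds periaxin at the SC surface, from 129 ± 17.2 RPKM to 1.93 ± 0.453 RPKM (SD, n = 2; log2 fold change -5.48, SE 0.14, adjusted p = 2.7e-05). *Gpr37l1*, an orphan receptor gene (log2 fold change -5.17), *Cntf*, the ciliary neurotrophic factor gene (-4.60), *Ncmap*, a protein of noncompact myelin (-4.41), and *Nfasc*, the neurofascin gene (-4.28), were among the 10 genes that fell most, at adjusted p-values from 2.5e-05 to 8.9e-05. At an unadjusted p under 0.05 and a fold change over 1.5, 2507 genes were higher and 1033 lower. The surplus of higher genes depends on the scaling: 74.1% of the called genes were higher with the deposited values, against 3775 higher and 3341 lower genes after quantile normalization.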

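*Mpz*, the gene of the main protein of compact peripheral myelin, fell from 27367 ± 908 RPKM in control nerves to 2987 ± 283 RPKM in *Ctcf* cKO nerves (SD, n = 2; log2 fold change -3.20, SE 0.13, adjusted p = 7.6e-05 from limma). Of 26 genes of myelin proteins tested, 23 were lower in *Ctcf* cKO nerves and none was higher, at an adjusted p under 0.05 as well as adjusted over the list alone. *Pmp22*, which encodes another protein of compact myelin and lies on chromosome 11 of mm10 from 63128982 to 63159547, fell from 7700.1 ± 464 RPKM to 936 ± 51.0 RPKM (log2 fold change -3.04, SE 0.10, adjusted p = 4.5e-05). *Mbp*, the myelin basic protein gene, had a log2 fold change of -2.73 (adjusted p = 2.6e-05). *Plp1*, the proteolipid protein gene, fell by a smaller amount (log2 fold change -0.31, adjusted p = 0.0076), a call that ended without cKO replicate 1. *Egr2*, the gene of a transcription factor that drives myelination, on chromosome 10 of mm10 from 67535475 to 67542188, fell from 64.6 ± 3.44 RPKM to 30.8 ± 0.961 RPKM (n = 2; log2 fold change -1.04, SE 0.06, adjusted p = 1.7e-04). All 20 tested genes of cholesterol synthesis were lower, also adjusted over the list alone. They included *Hmgcr*, the rate-limiting enzyme, which fell from 253 ± 1.68 RPKM to 32.0 ± 0.813 RPKM (log2 fold change -2.94, SE 0.05, adjusted p = 2.2e-05). *Lss*, lanosterol synthase, fell from 69.7 ± 1.25 RPKM to 3.48 ± 0.440 RPKM (log2 fold change -3.98, SE 0.08, adjusted p = 2.5e-05), along with *Hmgcs1* (log2 fold change -3.72) and *Fdps* (-3.02). Of 18 genes of laminin receptors and integrins, 7 were lower and 5 higher, also adjusted over the list alone. The lower ones included *Itgb8*, from 64.1 ± 0.481 RPKM to 17.7 ± 3.55 RPKM (log2 fold change -1.82, SE 0.13, adjusted p = 3.1e-04). The integrin-related gene *Itgbl1* (log2 fold change -1.80), *Itgb5* (-1.06), *Itga4* (-0.95) and *Itgb3bp*, which encodes a centromere protein and no integrin (-0.32), were lower too. The call of *Itgb3bp* ended without control replicate 1 or 2 or cKO replicate 1. Among the higher ones was *Itgb4* (log2 fold change 0.63, adjusted p = 0.0013), whose product pairs with integrin alpha 6 as a laminin receptor of myelinating SCs. After quantile normalization *Mpz*, the gene with the highest RPKM, had a log2 fold change of -1.44.

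**Figure D1:**
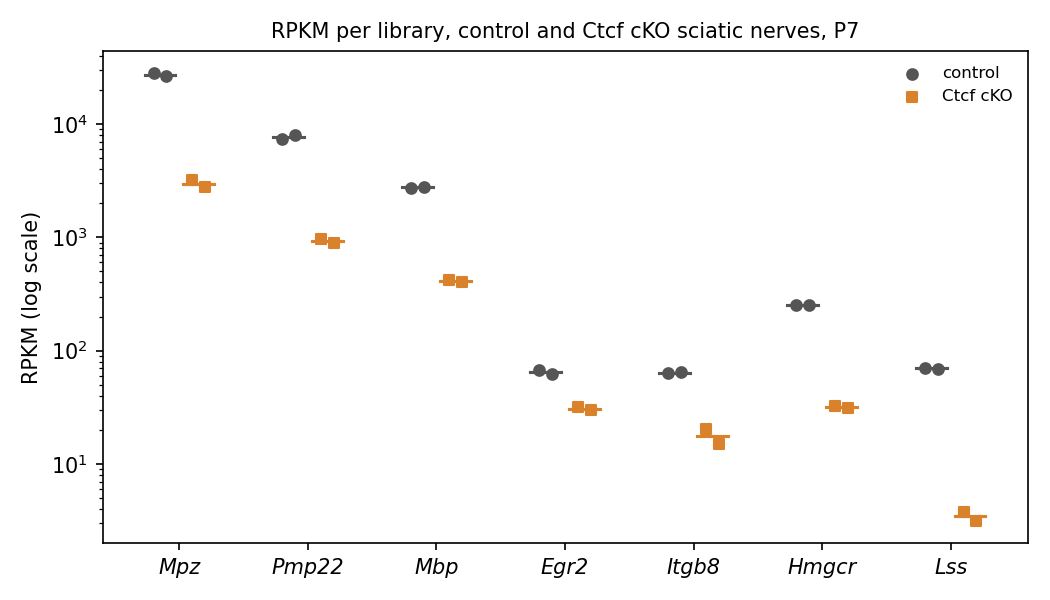
RPKM on a log axis of 7 genes in 2 control and 2 *Ctcf* cKO libraries of P7 sciatic nerves. There is 1 point per library and a line at each group's mean. For each gene, both *Ctcf* cKO libraries lie below both controls. The means are 2987 ± 283 RPKM against 27367 ± 908 RPKM for *Mpz* and 30.8 ± 0.961 RPKM against 64.6 ± 3.44 RPKM for *Egr2* (SD, n = 2).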

Genes associated with SC myelination, laminin receptors, and lipid metabolism pathways such as *Mpz*, *Pmp22*, *Egr2*, *Itgb8*, *Hmgcr*, and *Lss* were downregulated in *Ctcf* cKO sciatic nerves, consistent with the dysmyelination phenotype of *Ctcf* cKO mice. 

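*Sox2*, a transcription factor that holds SCs in an immature state, rose from 8.29 ± 0.110 RPKM in control nerves to 53.7 ± 1.52 RPKM in *Ctcf* cKO nerves (SD, n = 2; log2 fold change 2.56, SE 0.05, adjusted p = 2.5e-05 from limma). *Ccnd1*, the cyclin D1 gene, rose from 82.5 ± 3.80 RPKM to 396 ± 27.9 RPKM (log2 fold change 2.25, SE 0.07, adjusted p = 4.5e-05). *Notch1*, a receptor whose activation opposes myelination, rose from 11.0 ± 0.175 RPKM to 29.2 ± 1.27 RPKM (log2 fold change 1.33, SE 0.06, adjusted p = 9.3e-05). Of 15 negative regulators of myelination, 7 were higher, 3 were lower and 5 did not pass the test, with the same counts adjusted over the list alone. The higher ones also included *Hes1*, a Notch effector (log2 fold change 1.61), *Id4* (1.50) and *Id2* (1.03), inhibitors of helix-loop-helix factors, and *Egr3* (1.41), at adjusted p-values from 6.1e-05 to 5.5e-04. *Notch2* (log2 fold change -0.79, adjusted p = 4.5e-04), *Hey1* (log2 fold change -0.43, adjusted p = 0.0091) and *Id3* (log2 fold change -0.31, adjusted p = 0.023) were the lower ones. *Id3* was named after its values were seen, and the call of *Hey1* ended without control replicate 1. *Egr1* (log2 fold change 0.09, adjusted p = 0.85) and *Notch3* (log2 fold change 0.15, adjusted p = 0.21) did not pass the test. All 35 cell-cycle genes tested were higher, also adjusted over the list alone, and 34 of them after quantile normalization. The largest log2 fold change among them was that of *Cdc7*, a kinase that fires replication origins, from 7.43 ± 0.582 RPKM to 86.3 ± 13.3 RPKM (log2 fold change 3.37, SE 0.12, adjusted p = 5.3e-05). *Cdk1*, the mitotic kinase (log2 fold change 1.83), *Ube2c*, a ubiquitin-conjugating enzyme of mitosis (1.71), *Ccnb1* (1.63) and *Cdc20* (1.60) rose by similar amounts, at adjusted p-values from 6.2e-05 to 3.7e-04.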

Genes that were upregulated are associated with negative regulators of myelination and cell-cycle progression including *Sox2*, *Notch1*, and *Ccnd1* (Fig. 6b). Gene ontology analysis revealed that the functions of the genes most significantly downregulated were particularly enriched for lipid metabolic process, myelin sheath, and gliogenesis (Fig. 6c), whereas those most significantly upregulated genes were categorized into cell-cycle control, DNA replication, and extracellular matrix (Fig. 6d). qRT-PCR showed that the genes involved in lipid metabolic processes, myelin sheath formation, and SC differentiation were expressed at lower levels in the *Ctcf* cKO sciatic nerve, whereas differentiation inhibitors, such as *Notch1*, *Id2*, and *Hes5*, were expressed at higher levels (Fig. 6e). 

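Of 22 genes of fatty acid and sphingolipid synthesis, 16 were lower in *Ctcf* cKO nerves, 3 were higher and 3 did not pass the test, with the same counts adjusted over the list alone. *Fa2h*, which makes the 2-hydroxy fatty acids of myelin galactolipids, fell from 167 ± 6.88 RPKM to 15.1 ± 1.66 RPKM (SD, n = 2; log2 fold change -3.38, SE 0.08, adjusted p = 2.6e-05 from limma). *Elovl7*, a fatty acid elongase (log2 fold change -4.22), *Ugt8a*, the enzyme that makes galactosylceramide (-3.36), and *Scd2*, a fatty acid desaturase (-2.68), fell as well, at adjusted p-values from 2.2e-05 to 2.6e-05. All 31 DNA replication genes tested were higher, also adjusted over the list alone, and 30 after quantile normalization. *Rrm2*, a subunit of ribonucleotide reductase, rose from 9.61 ± 2.19 RPKM to 33.1 ± 0.623 RPKM (log2 fold change 1.70, SE 0.14, adjusted p = 4.8e-04). *Dhfr*, dihydrofolate reductase, had a log2 fold change of 1.53, and *Rfc3*, of the clamp loader, one of 1.50. Of 29 extracellular matrix genes, 10 were higher and 7 lower, also adjusted over the list alone, against 6 higher and 12 lower after quantile normalization. *Postn*, the periostin gene, rose from 371 ± 5.19 RPKM to 859 ± 10.4 RPKM (log2 fold change 1.21, SE 0.06, adjusted p = 1.0e-04). *Col18a1* (log2 fold change 1.19) and the laminin genes *Lama4* (1.07) and *Lamc1* (0.80) rose too. Markers of fibroblasts, which share 4 of 11 tested genes with the other lists, were lower for 5 genes and higher for 1, also adjusted over the list alone, with 0 higher after quantile normalization. The lower ones included *Dcn*, the decorin gene (log2 fold change -0.50, adjusted p = 0.0043), and *Pdgfrb* (log2 fold change -0.75, adjusted p = 6.5e-04). Of 12 genes of immature and non-myelinating SCs, 8 were higher and 1 lower, or 8 and 2 adjusted over the list alone. *Ncam1*, a cell adhesion molecule of immature SCs, rose from 13.8 ± 0.735 RPKM to 77.3 ± 5.55 RPKM (log2 fold change 2.40, SE 0.07, adjusted p = 4.2e-05). *L1cam* had a log2 fold change of 1.67, whereas *Scn7a*, a sodium channel gene, fell (log2 fold change -2.08, adjusted p = 9.0e-05). *Sox10*, which marks SCs of every stage, had a log2 fold change of 0.38 (adjusted p = 0.0021). Of 5 such markers 3 were higher and none lower, also adjusted over the list alone.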

Gene Set Enrichment Analysis (GSEA) also confirmed that genes categorized as involved in myelinogenesis were downregulated and that cell-cycle genes were upregulated (Fig. 6f, g).

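As groups, genes of myelin proteins and of cholesterol synthesis were lower, and cell-cycle and DNA replication genes higher, than the other genes in *Ctcf* cKO nerves. The median log2 fold change of the myelin proteins was -1.91, which is -2.11 relative to the median of all genes, with an adjusted p = 1.3e-20 from camera (limma) at a preset correlation of 0.01 between genes. With an estimated correlation it had an adjusted p = 0.34. Cholesterol synthesis had a median of -2.44 and -2.65 relative to all genes (adjusted p = 2.9e-22; adjusted p = 0.34 with an estimated correlation). The median of fatty acid and sphingolipid synthesis was -1.04 (adjusted p = 5.7e-11; adjusted p = 0.504 with an estimated correlation). Cell-cycle genes had a median of 1.33, or 1.13 relative to all genes (adjusted p = 8.2e-10; adjusted p = 0.531 with an estimated correlation). For DNA replication the median was 1.13, or 0.92 relative to all genes (adjusted p = 3.3e-08; adjusted p = 0.445 with an estimated correlation). Negative regulators of myelination, with a median of 0.15 (-0.06 after quantile normalization), did not differ from the other genes by this test (adjusted p = 0.519). Neither did genes of immature and non-myelinating SCs, with a median of 0.77 (adjusted p = 0.228). Extracellular matrix genes had a median of 0.02 (-0.15 after quantile normalization), below that of all genes (adjusted p = 0.228). The adjustment covered 36 lists, written before the deposited values were examined, and with 4 libraries none of the calls held with an estimated correlation. Some members, such as *Mpz*, *Hmgcr* and *Ccnd1*, are genes that the paper names as changed in these nerves. The lists are therefore not independent of its results.

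**Figure D2:**
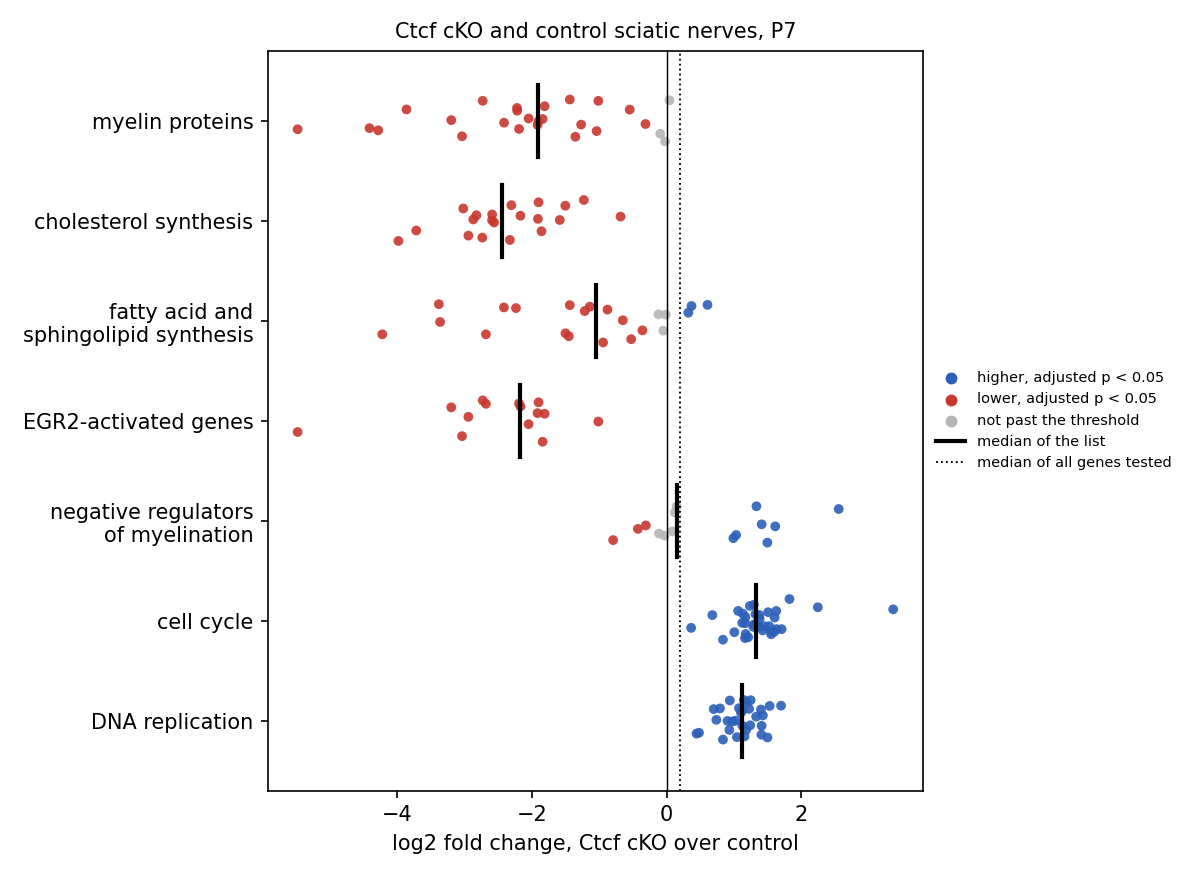
Log2 fold change (*Ctcf* cKO over control, log2(RPKM + 1)) of every tested gene of 7 lists, with 1 point per gene, blue for higher, red for lower and grey for genes that did not pass the test, a black bar at each list's median and a dotted line at the median of all genes. The medians run from -2.44 for cholesterol synthesis to 1.33 for the cell cycle, and the dotted line lies at 0.20.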

**Fig. 6:**
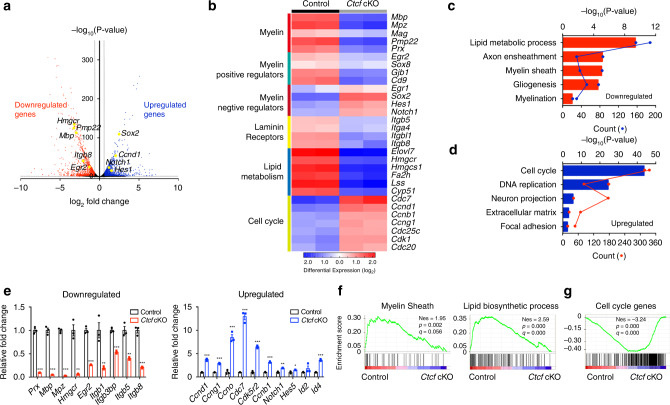
CTCF regulates the transcriptional program of SC differentiation. **a** Volcano plot of transcriptome profiles of control and *Ctcf* cKO sciatic nerves (*n* = 2 animals/genotype). Red and blue dots represent significantly downregulated and upregulated genes in *Ctcf* cKO nerves compared to the control, respectively (*P* < 0.05, fold-change > 1.5). **b** Heatmap of representative genes and their categories differentially expressed in control and *Ctcf* cKO sciatic nerves (*n* = 2 animals/genotype). **c**, **d** Bar plots of gene ontology analysis of genes **c** downregulated and **d** upregulated genes in *Ctcf* cKO sciatic nerves compared with control nerves. Each dot (connected by lines) represents the gene count of the corresponding biological function categories. *n* = 2 independent tissues/genotype. **e** qPCR analysis of genes related to SC development that are decreased (left) and increased (right) in *Ctcf* cKO sciatic nerves relative to control. **f** GSEA enrichment scores for myelin sheath (left) and lipid biosynthetic process (right) gene sets in control and *Ctcf* cKO sciatic nerves. **g** GSEA enrichment scores for cell-cycle gene sets in control and *Ctcf* cKO sciatic nerves. Data are presented as means ± SEM., ***P < 0.001, **P < 0.01, *P < 0.05, *n* = 3 animals/genotype; two-tailed unpaired Student’s *t*-test, *P*_*(Prx)*_ = 2.6e-05, *P*_*(Mbp)*_ = 4.9E-05, *P*_*(Mpz)*_ = 5.3E-06, *P*_*(Hmgcr)*_ = 0.0014, *P*_*(Egr2)*_ = 8.6E-05, *P*_*(Itgb1)*_ = 0.008, *P*_*(Itgb3bp)*_ = 0.00022, *P*_*(Itgb5)*_ = 0.0021, *P*_*(Itgb8)*_ = 0.00017, *P*_*(Ccnd1)*_ = 7.4E-05, *P*_*(Ccng1)*_ = 5.1E-05, *P*_*(Ccno)*_ = 0.0004, *P*_*(Cdc7)*_ = 6.4E-05, *P*_*(Cdk5r2)*_ = 1.6E-05, *P*_*(Ccnb1)*_ = 3.2E-05, *P*_*(Notch1)*_ = 0.00102, *P*_*(Hes5)*_ = 0.028, *P*_*(Id2)*_ = 0.23, *P*_*(Id4)*_ = 3.3E-05. Source data are provided as a Source Data file.

To determine the impact of *Ctcf* depletion on chromatin accessibility, we performed an assay for transposase-accessible chromatin (ATAC-seq) assay^31^ in rat SCs grown under differentiation conditions treated with control siRNA or with si*Ctcf*. We intersected the genes located in open chromatin in rat SCs treated with the control siRNA with those genes differentially expressed in *Ctcf* cKO sciatic nerves and identified ~1700 genes (Fig. 7a). Among them, ~200 genes were accompanied with differential accessibility upon *Ctcf* siRNA (Fig. 7b and Supplementary Data 1). 

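The genes that Supplementary Data 1 lists with higher accessibility and higher RNA, 76 in number, were all higher in *Ctcf* cKO nerves at an adjusted p under 0.05 from limma. Of the 124 listed with lower accessibility and lower RNA, 110 of 114 tested were lower and none was higher. Both lists were chosen by the paper on these 4 RNA libraries, so the counts are not independent evidence of their direction. The median log2 fold change of the first list was 1.01, with a range from 0.64 to 3.34. That of the second was -0.68, with a range from -2.95 to -0.18. *Cited4*, a transcriptional coactivator and the highest of the first list, was at 0.235 and 0.189 RPKM in controls and at 10.6 and 12.0 RPKM in *Ctcf* cKO nerves (log2 fold change 3.34, SE 0.10, adjusted p = 4.1e-05). *Asns*, asparagine synthetase (log2 fold change 1.66, adjusted p = 1.4e-04), *Sox5*, a SoxD transcription factor (log2 fold change 1.26, adjusted p = 4.0e-04), and *Cenpw*, of the centromere (log2 fold change 1.24, adjusted p = 0.0018), are further members of it. *Pllp*, the plasmolipin gene of the myelin membrane (log2 fold change -1.35, adjusted p = 1.3e-04), belongs to the second list, as do *Mbp*, *Itgb8*, *Egr2* and *Itga4*. The accessibility values of the paper were not analysed here, so only the RNA side of each pairing was measured again.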

Compared with control SCs, chromatin accessibility in the promoters or enhancers of myelination-associated genes *Egr2*, *Pllp*, *Itga4*, and *Mtor* decreased in *siCtcf*-treated SCs (Fig. 7c, e) whereas it increased in the promoters of SC negative or proliferation-regulatory genes, such as *Sox5*, *Bmp5*, *Cenpw*, and *Tgfb2*^32,33^ (Fig. 7d, e). In addition, GSEA analysis of the altered genes in *Egr2-*deficient mice^34^ compared with *Ctcf* cKO mice shows that the gene expression of *Egr2* hypomorphic (*Egr2*^Lo/Lo^) mice^34^ were corelated with those in *Ctcf* cKO mice (Fig. 7f), suggesting that the phenotype of CTCF knockout is likely driven by the loss of EGR2 functions.

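All 14 tested genes known to be activated by EGR2 were lower in *Ctcf* cKO nerves at an adjusted p under 0.05 from limma, also adjusted over the list alone. *Prx*, the periaxin gene, fell from 711 ± 42.9 RPKM in controls to 155 ± 11.4 RPKM in *Ctcf* cKO nerves (SD, n = 2; log2 fold change -2.19, SE 0.08, adjusted p = 5.5e-05). *Gjb1*, the connexin 32 gene, fell from 50.6 ± 0.838 RPKM to 11.5 ± 0.321 RPKM (log2 fold change -2.05, SE 0.05, adjusted p = 2.8e-05). *Mal* had a log2 fold change of -1.81 (adjusted p = 5.5e-05), and *Mag*, the myelin-associated glycoprotein gene, one of -1.01 (adjusted p = 3.0e-04). The list shares 10 of its genes with the myelin proteins and 3 with cholesterol synthesis. It had a median log2 fold change of -2.18 (adjusted p = 2.6e-16 from camera; adjusted p = 0.445 with an estimated correlation). The list was written from knowledge of EGR2 targets, since the genes altered in *Egr2* Lo/Lo nerves were not at hand. From the correlation of the changes in *Egr2* Lo/Lo and *Ctcf* cKO nerves, the paper proposes that the *Ctcf* knockout phenotype is likely driven by the loss of EGR2 functions.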

**Fig. 7:**
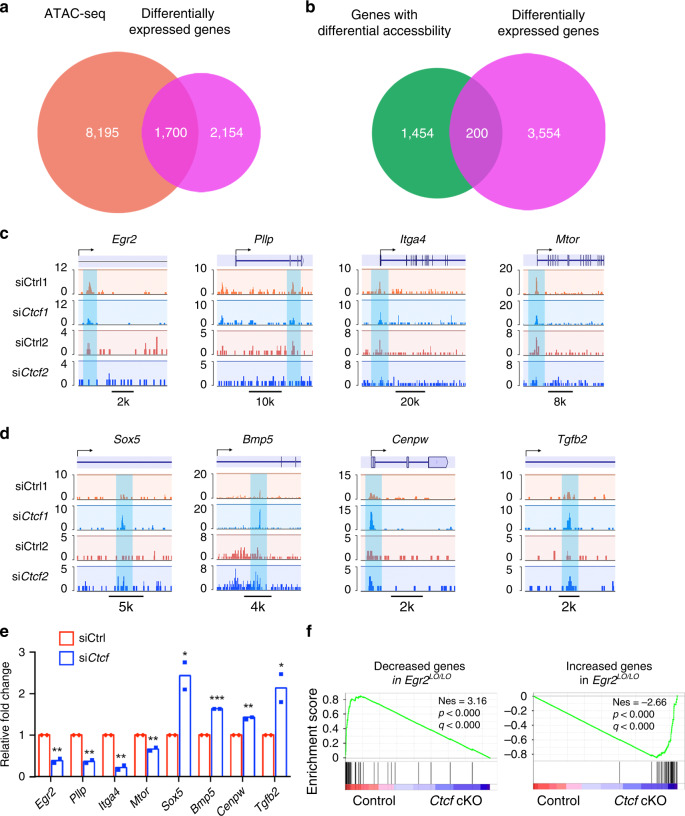
CTCF regulates chromatin accessibility during SC differentiation. **a**, **b** Venn diagram showing the overlap between the genes located in open chromatin sites in rat SCs (**a**) or the genes with differential chromatin accessibility (**b**) by ATAC-seq with genes differentially expressed genes between control and *Ctcf* cKO sciatic nerves. **c**, **d** Representative ATAC-seq signals around the *Egr2* MSE and myelination-related gene loci (**c**), as well as SC negative- or proliferation-related genes (**d**) in control or *siCtcf*-treated rat SCs, *n* = 2 biological replicates for control and si*Ctcf* SCs. **e** Relative fold-change of ATAC-seq peaks in panel **c** and **d**. *n* = 2 biological replicates for control and si*Ctcf* SCs. **f** GSEA enrichment scores for genes downregulated (left) or upregulated (right) genes in *Egr2* ^Lo/Lo^ nerves from published data^34^. NES, normalized enrichment score. Data are presented as means ± SEM., *P < 0.05, **P < 0.01, ***P < 0.001; one-tailed unpaired Student’s *t*-test, *P*_*(Egr2)*_ = 0.0033, *P*_*(Pllp)*_ = 0.0014, *P*_*(Itga4)*_ = 0.0021, *P*_*(Mtor)*_ = 0.0053, *P*_*(Sox5)*_ = 0.024, *P*_*(Bmp)*_ = 4E-07, *P*_*(Cenpw)*_ = 0.0017, *P*_*(Tgfb2)*_ = 0.039. Source data are provided as a Source Data file.

We next examined expression of the transcriptional factors such as NFATc3/4, YAP1, and TEADs that are known to regulate *Egr2*^35,36^. Expression of *Nfatc3*, *Nfatc4*, *Yap1*, and *Tead1* was not altered substantially in *Ctcf-*deficient nerves, while expression of individual Tead2-4 mRNAs exhibited a differential response to *Ctcf-*deficiency, suggesting that CTCF may have a distinct function in the regulation of TEAD/YAP family members (Supplementary Fig. 2). Together, these results suggest that CTCF modulates chromatin accessibility of genes associated with the SC differentiation and myelination program.

### CTCF interacts with PRC2 to repress SC differentiation

GSEA revealed that genes related to myelin and lipid biosynthesis were downregulated, while genes repressed by H3K27me3 and PRC2 were upregulated in CTCF-deficient SCs (Fig. 8a–c). 

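Cultured rat SCs received control siRNA or *Ctcf* siRNA for 24 h and were then differentiated for 9 h, with 3 RNA-seq libraries per group. *Ctcf*, the targeted gene, was at 32.3, 23.2 and 17.3 FPKM in si*Control* replicates 1 to 3 and at 12.0, 7.66 and 8.30 FPKM in si*Ctcf* replicates 1 to 3 (log2 fold change -1.27, SE 0.32, adjusted p = 0.032, n = 3 per group). This call ended without si*Control* replicate 2, si*Ctcf* replicate 2 or si*Ctcf* replicate 3. The authors aligned the reads with TopHat and deposited FPKM (fragments per kilobase, scaled to the fragments of the library) from Cuffdiff2. The methods name mm10 as the genome and the reporting summary mm10 or rn5. The table holds no fragment counts, so the depth behind each value is unknown. The table lists 17096 gene symbols, and the 9512 with at least 1 FPKM in at least 3 of the 6 libraries were tested. The test was limma (trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Log2 fold changes are si*Ctcf* over si*Control*, with a median over all tested genes of 0.18, and levels are mean ± SD of 3 libraries. Across genes, fold changes rose with transcript length (Spearman rho 0.49 over 8739 genes with a length by symbol, which are not independent replicates). The deviation of a library from the mean of all 6 had a correlation with length of 0.38, -0.43 and -0.66 in si*Control* replicates 1 to 3 and of 0.50, 0.37 and 0.43 in si*Ctcf* replicates 1 to 3. An alternative chosen after seeing the data takes this trend off each library. *Vim*, the vimentin gene, was listed at 0 FPKM in all 3 si*Control* libraries and *Scd2*, a fatty acid desaturase gene, in all 3 si*Ctcf* libraries, so no fold is given for them.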

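Of 21 tested genes of myelin proteins, 5 were lower and 1 higher in si*Ctcf* SCs at an adjusted p under 0.05 from limma, or 7 and 1 adjusted over the list alone. Their median was -0.81, or -0.999 relative to all genes (adjusted p = 0.00367 from camera; adjusted p = 0.991 with an estimated correlation; adjusted p = 0.0665 with quantile normalization), and -0.47 without si*Control* replicate 2. The groups overlapped: over the list, the median deviation from the si*Control* mean was -0.64 in si*Control* replicate 3 and -0.29, -0.92 and -1.14 in si*Ctcf* replicates 1 to 3. *Pllp*, the plasmolipin gene, fell from 269.6 ± 51.7 FPKM to 42.4 ± 20.2 FPKM (SD, n = 3; log2 fold change -2.72, SE 0.35, adjusted p = 0.0056). *Bcas1* (log2 fold change -2.39, adjusted p = 0.012) and *Cdh1*, the E-cadherin gene (log2 fold change -2.30, adjusted p = 0.0096), also fell. *Cldn19*, a claudin of SC tight junctions, was at 137, 291 and 65.7 FPKM in the si*Control* and at 20.5, 0.504 and 0.153 FPKM in the si*Ctcf* libraries (log2 fold change -5.38, adjusted p = 0.02). *Tspan2*, named after its values were seen, was the higher one (log2 fold change 2.17, adjusted p = 0.0048). *Mpz*, at 1322 ± 654 FPKM in si*Control* and 2215 ± 419 FPKM in si*Ctcf* SCs, did not pass the test (log2 fold change 0.88, adjusted p = 0.21), and without si*Control* replicate 1 it was called higher. Of 20 genes of cholesterol synthesis none was called by limma, also adjusted over the list alone, with 5 lower and 1 higher at an unadjusted p under 0.05. With quantile normalization 5 were lower, and with the length trend removed 4. Their median was -0.69 (adjusted p = 0.0376 from camera; adjusted p = 0.991 with an estimated correlation; adjusted p = 0.136 with quantile normalization). It was -0.44 without si*Control* replicate 2 (adjusted p = 0.091) and -0.23 without si*Ctcf* replicate 1 (adjusted p = 0.637). The groups overlapped for this list too. Its median deviation from the si*Control* mean was -0.52 in si*Control* replicate 1 and -1.09, -0.45 and -0.10 in si*Ctcf* replicates 1 to 3. Of 20 genes of fatty acid and sphingolipid synthesis, 5 were higher and 3 lower, or 9 and 4 adjusted over the list alone, with a median of 0.52 (adjusted p = 0.907). The higher ones included *Scd1*, another desaturase (log2 fold change 3.11, adjusted p = 0.023), and *Me1*, malic enzyme (log2 fold change 2.88, adjusted p = 0.016). Without *Scd2* the higher and lower genes of the list numbered 5 and 2 of 19, or 9 and 3 adjusted over the list alone, with a median of 0.61. With the length trend removed, 3 were higher and 3 lower, with a median of 0.19. Of 73 developmental regulators known as PRC2 targets in the table, 14 reached the filter, so the test leaves out most of the list. Of these 14, 2 were higher and 1 lower, also adjusted over the list alone (1 and 3 with quantile normalization). They had a median of -0.14, a mean of 0.14 and a direction down by camera (adjusted p = 0.904). The sign of this median turned without si*Control* replicate 1, 2 or 3 (0.48, 0.16 and 0.10) and without a filter (0.01). The higher ones were *Cdkn2b*, an inhibitor of the cell cycle (log2 fold change 2.36, adjusted p = 0.022), and *Shh*, and the lower one was *Olig1* (log2 fold change -1.31, adjusted p = 0.045). The calls of *Bcas1*, *Cdh1*, *Cldn19*, *Scd1*, *Me1* and *Cdkn2b* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. That of *Pllp* ended without si*Ctcf* replicate 2 or 3. That of *Olig1* ended without si*Ctcf* replicate 1, 2 or 3.

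**Figure D3:**
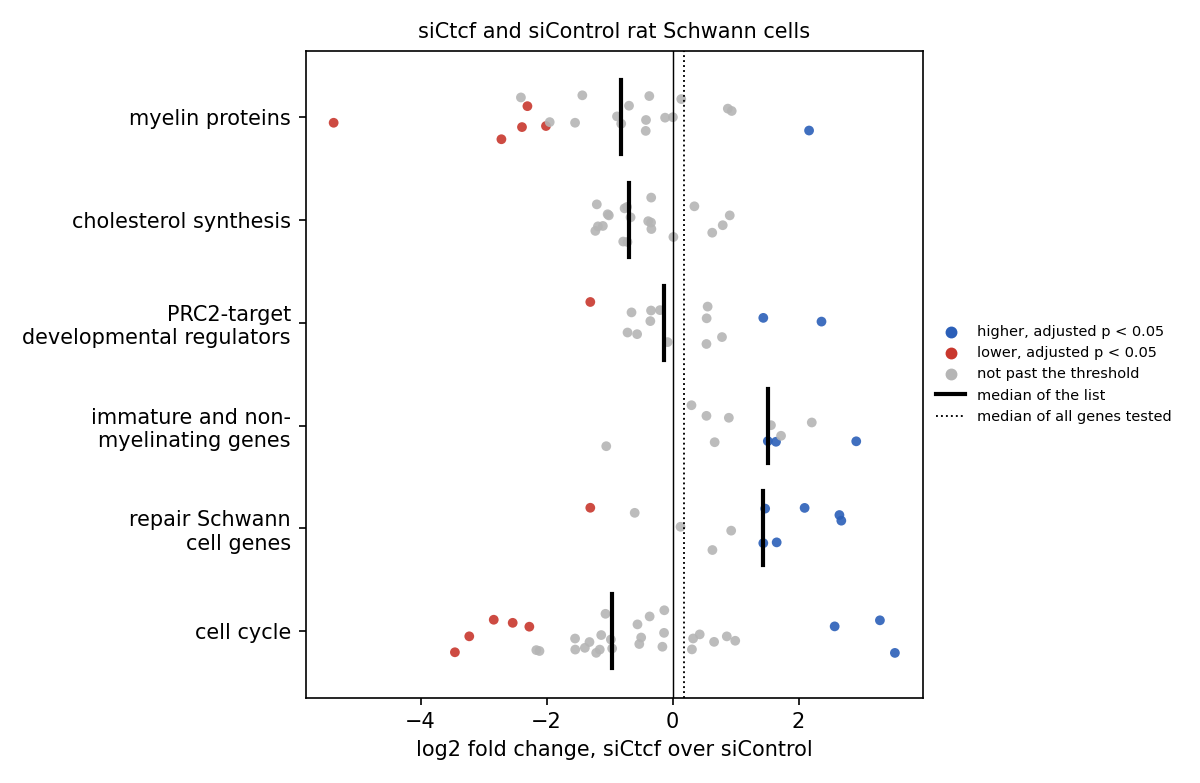
Log2 fold change (si*Ctcf* over si*Control*, log2(FPKM + 1)) of every tested gene of 6 lists in rat SCs, with 1 point per gene, blue for higher, red for lower and grey for genes that did not pass the test, a black bar at each list's median and a dotted line at the median of all genes. The medians of the myelin and cholesterol lists lie at -0.81 and -0.69 and that of the PRC2 targets at -0.14, with the dotted line at 0.18.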

Consistent with the previous study^37^, PRC2/EED targets, which are upregulated in *Eed* cKO nerves, were enriched in si*Ctcf* SCs (Fig. 8d). This suggests that CTCF depletion leads to a downregulation of PRC2 activity, which acts as a transcriptional repressor by catalyzing methylation of histone H3 on Lys27 (H3K27me3) on gene regulatory elements^38,39^.

**Fig. 8:**
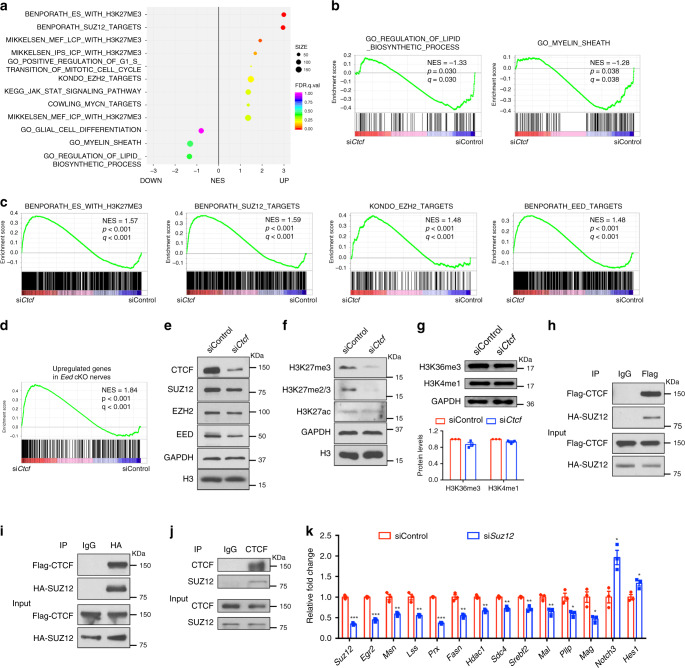
CTCF cooperates with PRC2 complex to regulate SC differentiation. **a** GSEA enrichment scores for sets of genes differentially regulated in rat SCs treated with si*Ctcf* or control siRNA. *n* = 3 independent experiments. **b** GSEA enrichment scores for genes involved in lipid biosynthetic process (left) and myelin sheath (right) in SCs treated with control or si*Ctcf*. **c** GSEA enrichment scores for genes modified with H3K27me3 and for genes targeted by SUZ12, EZH2, or EED in SCs treated with control or si*Ctcf*. **d** GSEA enrichment scores for genes upregulated genes in *Eed* cKO nerves from published data^37^. NES, normalized enrichment score. **e–g** Immunoblotting for **e** PRC2 complex and CTCF proteins and for **f**, **g** histones with indicated modifications in SCs treated with control or si*Ctcf*. **e**, **f** *n* = 2 independent experiments; **g** *n* = 3 independent experiments. **h–j** Co-immunoprecipitation of **h**, **i** HA-SUZ12 with Flag-CTCF from extracts of transiently transfected HEK293T cells or of **j** endogenous SUZ12 with CTCF from rat SCs. *n* = 2 independent experiments. **k** qRT-PCR analysis showing *Suz12* and differentiation-related and myelin-related gene expression in rat SCs transfected with control siRNA or with *Suz12*-targeted siRNA (*n* = 3 independent experiments) and induced to differentiate for 9 h. Data are presented as means ± SEM., ***P < 0.001, **P < 0.01, *P < 0.05; two-tailed unpaired Student’s *t*-test, *P*_(*Suz12*)_ = 3.8E-05, *P*_(*Egr2*)_ = 3.3E-05, *P*_(*Msn*)_ = 0.0045, *P*_(*Lss*)_ = 0.0031, *P*_(*Prx*)_ = 1.5E-06, *P*_(*Fasn*)_ = 0.0019, *P*_(*Hdac1*)_ = 0.0019, *P*_(*Sdc4*)_ = 0.0015, *P*_(*Srebf2*)_ = 0.0026, *P*_(*Mal*)_ = 0.008, *P*_(*Pllp*)_ = 0.018, *P*_(*Mag*)_ = 0.017, *P*_(*Notch3*)_ = 0.012, *P*_(*Hes1*)_ = 0.02. Source data are provided as a Source Data file.

Although the levels of PRC2 complex components SUZ12, EZH2, and EED were only modestly downregulated in si*Ctcf*-treated SCs (Fig. 8e), the levels of H3K27me3 and H3K27me2/3 were substantially reduced in si*Ctcf*-treated cells compared to the control (Fig. 8f), whereas other epigenetic modification marks, such as H3K36me3, H3K4me1, and H3K27ac, were comparable between control and si*Ctcf*-treated SCs (Fig. 8f, g). This suggests that downregulation of CTCF selectively diminishes PRC2 complex activity in SCs.

SUZ12 acts as scaffold for PRC2 complex integrity and functions^39–41^. PRC2 components may provide distinct molecular cues in different contexts^38^. To test whether CTCF and SUZ12 form a complex, we transiently transfected HEK293T cells with vectors expressing flag-tagged CTCF and HA-tagged SUZ12; in a co-immunoprecipitation assay we detected CTCF in a complex with SUZ12 (Fig. 8h, i). Furthermore, endogenous SUZ12 was co-immunoprecipitated with CTCF in differentiated SCs (Fig. 8j), consistent with previous study in other cell types^41^. These results raise the possibility that CTCF coordinates with PRC2 to mediate gene silencing during SC differentiation.

To evaluate the functional role of the SUZ12-PRC2 complex, we knocked down *Suz12* expression by siRNA in SCs. Similar to the CTCF-deficient SCs, *Suz12* silencing downregulated SC differentiation-associated genes such as *Egr2, Prx, Fasn, Srebf2, Mal*, *Pllp*, and *Mag*, while upregulating differentiation-inhibitory genes, such as *Notch3* and *Hes1* (Fig. 8k). This suggests that SUZ12-mediated PRC2 activity is required for proper SC differentiation.

### CTCF recruits SUZ12 to regulate SC differentiation

To identify genes directly targeted by CTCF, we performed chromatin immunoprecipitation sequencing (ChIP-Seq) in proliferating and differentiating SCs. The signals of CTCF peaks within ±2 kb elements proximal to transcriptional start sites appeared to have an increase in differentiating SCs compared to proliferative SCs (Fig. 9a, b), accompanied by increased levels of H3K27me3 in differentiating SCs (Fig. 9c). To identify consensus sequence motifs associated with CTCF targeted sites using the HOMER program, we observed the binding motifs for CTCF, SCRT2, BREU, ZBTB3, and MYCN (Fig. 9d). In ~5.8% of CTCF-occupied regions, H3K27me3 peaks were observed (Fig. 9e, f, and Supplementary Data 2). In addition, ~16.8% of CTCF peaks overlapped with those of the activating histone mark H3K27ac^42^ in SCs (Fig. 9g; Supplementary Data 2). These data indicate that CTCF binding sites can be associated with either repressive or activating regulatory elements. H3K27me3 was essentially excluded from H3K27ac-enriched enhancers and promoters in SCs (Fig. 9h), it suggests that CTCF may control the expression of distinct differentiation factors to regulate SC differentiation programs.

**Fig. 9:**
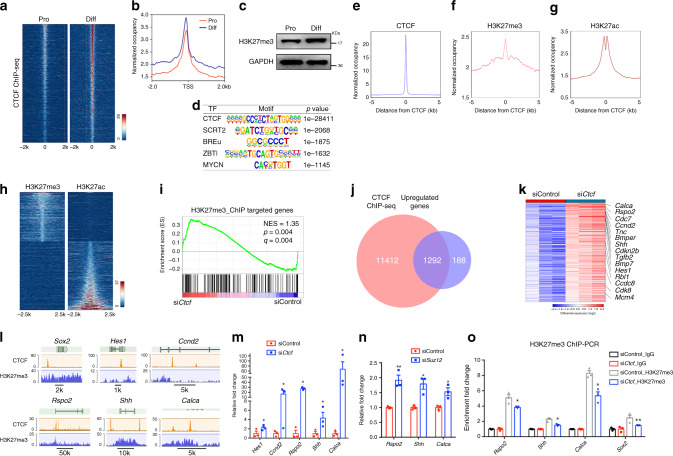
CTCF and SUZ12 regulate transcriptomic dynamics during SC differentiation. **a** Heatmap of CTCF ChIP-seq peaks from proliferating and differentiated SCs. *n* = 1 in each condition. **b** ChIP-seq enrichment around TSS regions in proliferative and differentiated SCs. **c** Immunoblotting for H3K27me3 in proliferating and differentiating SCs. *n* = 2 independent experiments. **d** Enriched motifs of transcription factors (TF) in the CTCF-bound regions. **e–g** ChIP-seq enrichment around CTCF binding regions for **e** CTCF, and **g** H3K27ac in rat SCs, **f** H3K27me3 in rat sciatic nerves. **h** Heatmap for H3K27me3 and H3K27ac. The sites are ranked in ascending order of H3K27ac intensity. *n* = 1 in each condition. **i** GSEA enrichment for genes with H3K27me3 peaks associated with TSSs in siControl or si*Ctcf* rat SCs. NES, normalized enrichment score. **j** Overlap between CTCF-bound and upregulated genes differentially expressed in rat SCs treated with control siRNA or si*Ctcf*. **k** Heatmap of CTCF-targeted upregulated genes in rat SCs treated with control siRNA or si*Ctcf*. *n* = 3 in each condition. **l** Tracks for the indicated genes with ChIP-seq of CTCF from rat SCs and of H3K27me3 from rat sciatic nerves. *n* = 1 in each condition with 20 million cells. **m** Expression of the indicated genes in RNA-seq dataset from rat SCs treated with control siRNA or si*Ctcf*. *n* = 3 independent experiments, *P*_(*Hes1*)_ = 0.011, *P*_(*Ccnd2*)_ = 0.01007, *P*_(*Rspo2*)_ = 0.0105, *P*_(*Shh*)_ = 0.019, *P*_(*Calca*)_ = 0.041. **n** qRT-PCR for the indicated genes in rat SCs treated with control siRNA or si*Suz12*. *n* = 3 independent experiments, *P*_(*Rspo2*)_ = 0.006, *P*_(*Shh*)_ = 0.012, *P*_(*Calca*)_ = 0.02. **o** ChIP-qPCR for H3K27me3 at the promoters of the indicated genes in rat SCs treated with control siRNA or si*Ctcf*. IgG were normalized to 1; *n* = 3 independent experiments, *P*_(*Rspo2*)_ = 0.039, *P*_(*Shh*)_ = 0.011, *P*_(*Calca*)_ = 0.039, *P*_(*Sox2*)_ = 0.0094. Data are presented as means ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

The H3K27me3-targeted genes from ChIP-seq assays were significantly more enriched in si*Ctcf* SCs than SCs treated with control siRNAs (Fig. 9i), suggesting that *Ctcf* loss leads to a derepression of H3K27me3-targeted genes. 

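In si*Ctcf* SCs 1360 of the tested genes were higher than in si*Control* SCs at an adjusted p under 0.05 from limma. Of the CTCF-bound genes that Supplementary Data 3 lists as upregulated, 943 of 1226 tested (76.9%) were among them and none was lower. The paper chose this list of 1292 genes on these libraries, so the share is not independent evidence of direction. *Itga8*, the integrin alpha 8 gene, rose from 1.60 ± 0.980 FPKM to 62.9 ± 22.8 FPKM (SD, n = 3; log2 fold change 4.62, SE 0.38, adjusted p = 0.0013). *Mrc2*, a collagen receptor gene, rose from 0.230 ± 0.175 FPKM to 21.0 ± 5.63 FPKM (log2 fold change 4.14, SE 0.29, adjusted p = 8.6e-04), and *Sfrp4*, a secreted Wnt inhibitor gene, from 0.204 ± 0.208 FPKM to 32.9 ± 13.7 FPKM (log2 fold change 4.73, SE 0.38, adjusted p = 0.0013). *Akr1b8*, an aldo-keto reductase gene (log2 fold change 5.16, adjusted p = 0.0056), *Mt2A*, a metallothionein gene (log2 fold change 4.17, adjusted p = 0.021), and *Cdc7* (log2 fold change 3.53, adjusted p = 0.0023) also rose. The listed genes had a median log2 fold change of 1.50. In 1172 of the 1286 listed genes with a deposited value, all si*Ctcf* libraries lay above all si*Control* libraries. At an unadjusted p under 0.05 and a fold change over 1.5, 1162 listed genes were called higher. With the length trend removed, an alternative chosen after seeing the data, 692 of 1137 were higher, with a median of 1.11. Without si*Control* replicate 2 or 3 the genes called higher numbered 66 and 408, without si*Ctcf* replicate 2 or 3 25 and 20, and without si*Control* replicate 1 2986. The calls of *Itga8*, *Mrc2*, *Sfrp4* and *Cdc7* held without any 1 library. The call of *Akr1b8* ended without si*Ctcf* replicate 3. That of *Mt2A* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3.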

Intersection of the CTCF-occupied genes with those differentially expressed in SCs treated with control vs. *Ctcf*-targeted siRNA revealed approximately 1292 upregulated genes that are likely to be CTCF-regulated targets (Fig. 9j). 

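Of 11 genes of immature and non-myelinating SCs, 3 were higher in si*Ctcf* SCs at an adjusted p under 0.05 from limma and none was lower, or 6 higher and 1 lower adjusted over the list alone. Among the higher ones was *Tnc*, the tenascin C gene, from 7.47 ± 8.66 FPKM to 46.1 ± 23.6 FPKM (SD, n = 3; log2 fold change 2.92, SE 0.72, adjusted p = 0.031). *Cdh2*, the N-cadherin gene (log2 fold change 1.64, adjusted p = 0.026), and *L1cam* (log2 fold change 1.51, adjusted p = 0.024) were the others. *Sox2* did not pass the test (log2 fold change 0.54, adjusted p = 0.24). The median of the list was 1.51, with an adjusted p = 0.0711 from camera. By the same test it was 0.0277 with quantile normalization and 0.991 with an estimated correlation. With the length trend removed, chosen after seeing the data, the median was 0.58, with 2 genes higher and 1 lower. Of 11 genes of repair SCs, 6 were higher and 1 lower, also adjusted over the list alone, with a median of 1.44. The list had an adjusted p = 0.0542 from camera, or 0.033 with quantile normalization and 0.991 with an estimated correlation. With settings chosen after seeing the data, the adjusted p from camera was 0.0313 (length trend removed) and 0.043 (median-of-ratios scaling). *Ccl2*, a chemokine gene, rose from 14.0 ± 1.77 FPKM to 93.5 ± 13.9 FPKM (log2 fold change 2.65, SE 0.24, adjusted p = 0.0022) and *Lif*, a cytokine gene, from 1.20 ± 0.507 FPKM to 12.8 ± 0.880 FPKM (log2 fold change 2.68, SE 0.28, adjusted p = 0.0028). *Runx2* (log2 fold change 2.10, adjusted p = 0.023) and *Gdnf* (log2 fold change 1.65, adjusted p = 0.049) rose as well. Of 8 Notch pathway genes, *Notch3* (log2 fold change 1.37, adjusted p = 0.017) and *Hey2* (log2 fold change 1.27, adjusted p = 0.045) were higher and *Notch4* (log2 fold change -0.92, adjusted p = 0.032) was lower, also adjusted over the list alone. *Ptch1*, the Hedgehog receptor and target gene, rose (log2 fold change 2.04, adjusted p = 0.046). The calls of *Ccl2* and *Lif* held without any 1 library. The calls of *Tnc*, *Gdnf* and *Ptch1* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 1, 2 or 3. Those of *L1cam*, *Runx2* and *Hey2* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3. That of *Cdh2* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. That of *Notch3* ended without si*Control* replicate 2. That of *Notch4* ended without si*Ctcf* replicate 2 or 3.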

The most significantly upregulated genes from GO analysis are associated with immature SCs and include *Hes1*, encoding an effector of Notch signaling that inhibits SC myelination^16,43^, *Rspo2*, which encodes a protein that confers stemness-associated traits^44,45^, *Shh*, reflecting a reversion from mature to proliferating immature SCs^46,47^, and *Calca*, encoding calcitonin-related polypeptide that is critical for SC proliferation^48,49^ (Fig. 9k, l, and Supplementary Data 3). Transcriptomic and qRT-PCR analyses validated that expression of these genes was significantly upregulated in both *Ctcf*- and *Suz12*-silenced SCs (Fig. 9m, n).

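*Calca*, *Rspo2*, *Ccnd2* and *Shh* were higher in si*Ctcf* SCs at an adjusted p under 0.05 from limma, and *Hes1* did not pass the test. *Calca* was at 4.09, 1.27 and 2.01 FPKM in si*Control* replicates 1 to 3 and at 306, 105 and 86.7 FPKM in si*Ctcf* replicates 1 to 3 (log2 fold change 5.44, SE 0.51, adjusted p = 0.0023). This is a mean of 67.6 ± 49.7 relative to the si*Control* mean (SD, n = 3). *Rspo2*, an R-spondin of Wnt signaling, was at 1.14, 0.172 and 0.135 FPKM and at 13.2, 11.9 and 14.6 FPKM (log2 fold change 3.32, SE 0.32, adjusted p = 0.0023), or 27.4 ± 2.73 relative to the si*Control* mean. *Ccnd2*, the cyclin D2 gene, was at 6.55, 4.41 and 1.48 FPKM and at 8.92, 88.2 and 107 FPKM (log2 fold change 3.29, SE 0.86, adjusted p = 0.036), or 16.4 ± 12.5 relative to that mean. *Shh* was at 2.04, 0.877 and 0.447 FPKM and at 7.56, 4.00 and 2.85 FPKM (log2 fold change 1.44, SE 0.39, adjusted p = 0.039), or 4.29 ± 2.20 relative to that mean. *Hes1* was at 2.09, 7.42 and 1.51 FPKM and at 10.5, 7.82 and 6.29 FPKM, with si*Control* replicate 2 within the range of the si*Ctcf* libraries (log2 fold change 1.16, SE 0.46, adjusted p = 0.093). Its mean was 2.23 ± 0.574 relative to the si*Control* mean. It was called higher at an unadjusted p under 0.05 and a fold change over 1.5 (unadjusted p = 0.035), and with the length trend removed (adjusted p = 0.048). The calls of *Calca* and *Rspo2* held without any 1 library. The call of *Ccnd2* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3. That of *Shh* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 1, 2 or 3. For genes bound by CTCF that were higher in si*Ctcf* SCs, the paper proposes that they are targets regulated by CTCF.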

To further determine whether H3K27me3 deposition is altered over promoters after CTCF-depletion, we performed ChIP followed by qPCR (ChIP-qPCR) for H3K27me3 in control and si*Ctcf*-treated SCs. H3K27me3 occupancy was markedly reduced at the promoters of *Rspo2, Shh, Calca*, and *Sox2* in the absence of CTCF (Fig. 9o), suggesting that CTCF cooperates with PRC2 to repress the expression of genes that prevent SC differentiation.

### CTCF-mediated chromatin looping required for EGR2 expression

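In si*Ctcf* SCs 662 of the tested genes were lower than in si*Control* SCs at an adjusted p under 0.05 from limma, or 1393 at an unadjusted p under 0.05 and a fold change over 1.5. *Spon2*, which encodes a secreted spondin of the extracellular matrix, fell from 96.1 ± 62.2 FPKM to 1.25 ± 1.74 FPKM (SD, n = 3; log2 fold change -5.52, SE 0.58, adjusted p = 0.0028). *Bmyc*, a gene of the Myc family, fell from 49.2 ± 10.4 FPKM to 1.73 ± 1.01 FPKM (log2 fold change -4.24, SE 0.34, adjusted p = 0.0013). *Ibsp*, the bone sialoprotein gene, fell from 247 ± 123 FPKM to 7.01 ± 9.63 FPKM (log2 fold change -5.51, SE 0.80, adjusted p = 0.0093). *Il34*, a cytokine gene (log2 fold change -3.85, adjusted p = 0.0094), and *Cck*, the cholecystokinin gene (log2 fold change -3.83, adjusted p = 0.015), also fell. So did *Emid1*, an extracellular matrix gene (log2 fold change -3.69, adjusted p = 0.013), *Kcnq1*, a potassium channel gene (log2 fold change -3.19, adjusted p = 0.023), and *Sparcl1* (log2 fold change -3.18, adjusted p = 0.02). *Cdk1*, the mitotic kinase, was at 97.9, 60.3 and 90.4 FPKM in si*Control* replicates 1 to 3 and at 40.9, 2.12 and 2.22 FPKM in si*Ctcf* replicates 1 to 3 (log2 fold change -3.45, adjusted p = 0.035). The calls of *Spon2* and *Bmyc* held without any 1 library. The calls of *Cck*, *Kcnq1* and *Sparcl1* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. Those of *Il34* and *Emid1* ended without si*Ctcf* replicate 2 or 3. That of *Ibsp* ended without si*Control* replicate 2 or si*Ctcf* replicate 3. That of *Cdk1* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3. The number of lower genes was 15 without si*Control* replicate 2, 209 without si*Control* replicate 3, 11 without si*Ctcf* replicate 2 and 8 without si*Ctcf* replicate 3. It was 1619 without si*Control* replicate 1 and 1008 with the length trend removed.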

To identify candidate CTCF-regulated targets, we intersected the CTCF-occupied genes with those genes differentially downregulated expressed in si*Ctcf* SCs compared to controls (Fig. 10a). 

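*Fasn*, the fatty acid synthase gene, fell from 82.3 ± 25.7 FPKM in si*Control* SCs to 10.5 ± 1.78 FPKM in si*Ctcf* SCs (SD, n = 3; log2 fold change -2.82, SE 0.30, adjusted p = 0.0028 from limma), a call that held without each library in turn. *Pmp22*, a gene of compact myelin, fell from 681 ± 444 FPKM to 149.6 ± 57.0 FPKM (log2 fold change -2.01, SE 0.53, adjusted p = 0.036). *Itga7*, the gene of a laminin-binding integrin, fell from 119 ± 38.9 FPKM to 42.9 ± 21.8 FPKM (log2 fold change -1.51, SE 0.39, adjusted p = 0.034). *Srebf2*, the transcription factor of cholesterol synthesis, fell as well (log2 fold change -1.12, adjusted p = 0.029). *Lss*, lanosterol synthase, was at 41.2 ± 16.7 FPKM in si*Control* and 22.4 ± 3.34 FPKM in si*Ctcf* SCs and did not pass the test (log2 fold change -0.78, SE 0.33, adjusted p = 0.11). It was called lower after quantile normalization (adjusted p = 0.046) and with the length trend removed (adjusted p = 0.014). *Prx*, the periaxin gene, did not pass it either (log2 fold change -2.41, adjusted p = 0.065), and was called lower with the length trend removed (adjusted p = 0.025). *Mal*, a proteolipid of myelin membranes (log2 fold change -1.43, adjusted p = 0.084), was called lower without si*Ctcf* replicate 1, and *Plp1* (log2 fold change -0.43, adjusted p = 0.41) was not called. *Lss*, *Prx* and *Mal* were lower at an unadjusted p under 0.05 and a fold change over 1.5 (unadjusted p = 0.044, 0.018 and 0.029). Of 13 genes known to be activated by EGR2, 3 were lower and none was higher, or 5 and 0 adjusted over the list alone, with a median of -1.18 (adjusted p = 0.00103 from camera; adjusted p = 0.991 with an estimated correlation). These values include *Scd2*, which is listed at 0 FPKM in all 3 si*Ctcf* libraries. Without it, an alternative chosen after seeing the data, 2 of 12 were lower, also adjusted over the list alone, with a median of -1.03 (adjusted p = 0.0103 from camera; adjusted p = 0.991 with an estimated correlation). Over the whole list, the median deviation from the si*Control* mean was -0.85 in si*Control* replicate 3 and -0.77 in si*Ctcf* replicate 1, so the groups overlapped. The calls of *Pmp22* and *Srebf2* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. That of *Itga7* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3.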

The downregulated genes that are occupied by CTCF were associated with SC differentiation and lipid biogenesis including *Egr2*, *Pmp22*, and *Lss* (Fig. 10b, c).

**Fig. 10:**
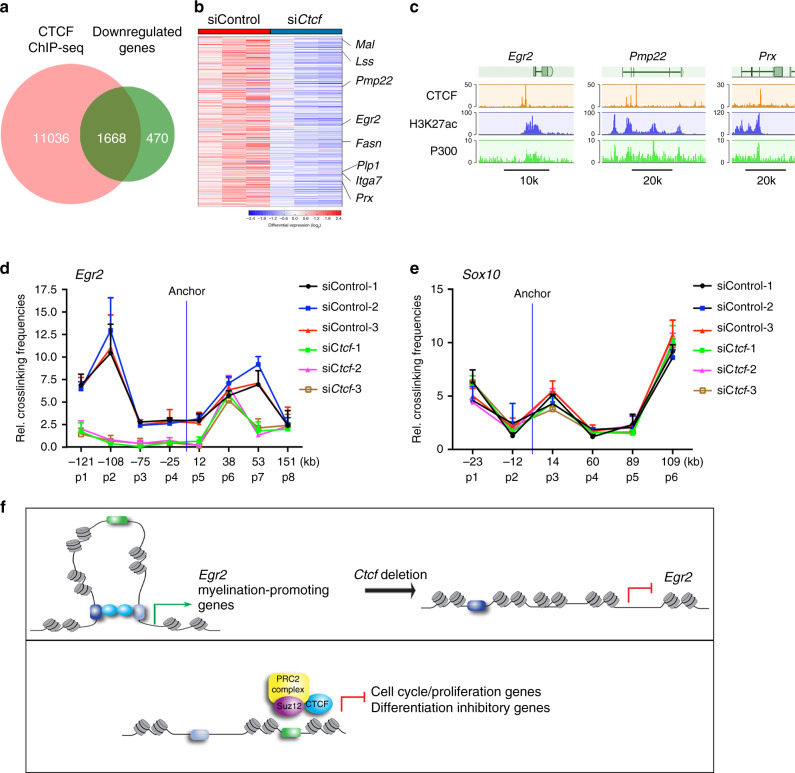
CTCF-mediated chromatin regulatory looping is necessary for EGR2 expression. **a** Venn diagrams depicting overlap between CTCF-bound genes and downregulated genes differentially expressed in rat SCs treated with control siRNA or si*Ctcf*. **b** Heatmap of CTCF-targeted genes differentially downregulated in SCs treated with si*Ctcf* compared to controls. *n* = 3 in each condition. **c** Genome browser tracks over the loci of selected myelin-related genes with ChIP-seq density mapping of CTCF, H3K27ac, and P300 from rat SCs. *n* = 1 in each condition with 20 million cells. **d** Quantitation of relative interaction frequencies between the indicated anchor site and neighboring *Egr2* genomic restriction fragments. *n* = 3 independent 3C experiments. **e** Quantitation of relative interaction frequencies between the indicated anchor site and neighboring *Sox10* genomic restriction fragments. *n* = 3 independent 3C experiments. **f** A model depicting a dual mode of action by CTCF in promotion of SC differentiation: CTCF stabilizes chromatin loops involving promotor-enhancer interactions to activate expression of promyelinating genes such as *Egr2* (left panel) and forms a transcriptional co-repressor complex with SUZ12-PRC2 (right panel) to inhibit expression of genes such as *Sox2* that encode factors that inhibit differentiation and cell-cycle/proliferation regulators. Data are presented as means ± SEM. Source data are provided as a Source Data file.

The loss of CTCF caused a drastic reduction in expression of the critical SC myelination gene *Egr2*. 

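*Egr2* was at 309, 349 and 153 FPKM in si*Control* SCs, replicates 1 to 3, and at 96.8, 16.1 and 19.6 FPKM in si*Ctcf* SCs, replicates 1 to 3. This is a log2 fold change of -2.97 (SE 0.64, adjusted p = 0.024 from limma), with means of 270.0 ± 104 FPKM and 44.2 ± 45.6 FPKM (SD, n = 3). Of 19 upstream regulators of *Egr2* and of myelination, 4 were lower and 3 higher, or 4 and 5 adjusted over the list alone. *Pou3f1*, which encodes the *Egr2* activator OCT6, fell from 956 ± 233 FPKM to 321 ± 141 FPKM (log2 fold change -1.62, SE 0.39, adjusted p = 0.03), whereas *Sox10*, another activator of *Egr2*, did not pass the test (log2 fold change -0.53, adjusted p = 0.21). *Nfatc4* (log2 fold change 3.58, adjusted p = 0.0023), *Yap1* (log2 fold change 1.92, adjusted p = 0.043) and *Nab1*, a corepressor of EGR proteins (log2 fold change 1.82, adjusted p = 0.013), were the higher ones. The call of *Nfatc4* held without any 1 library. The calls of *Egr2*, *Pou3f1* and *Nab1* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. That of *Yap1* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3.

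**Figure D4:**
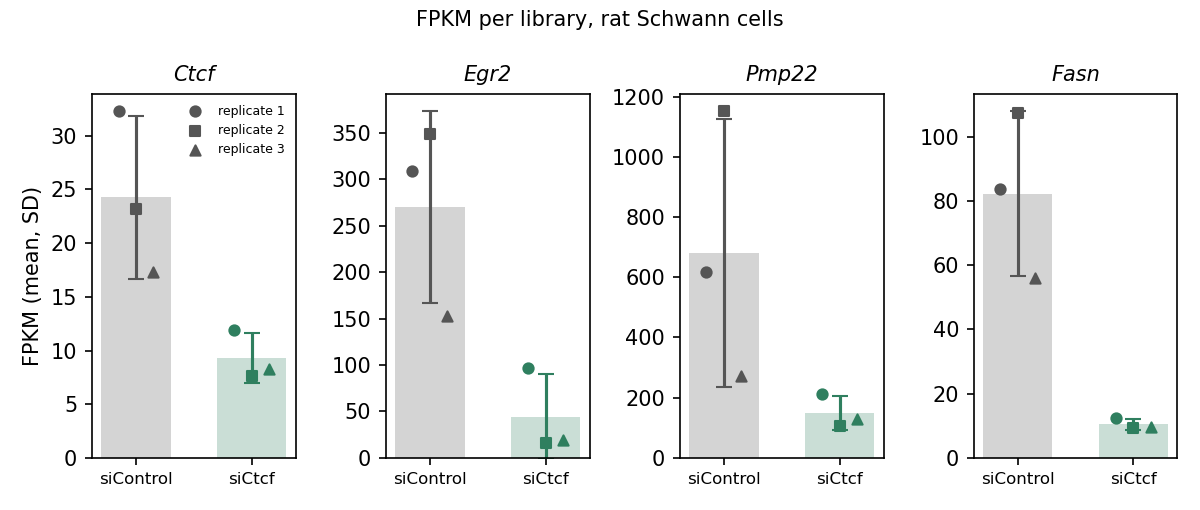
FPKM of *Ctcf*, *Egr2*, *Pmp22* and *Fasn* in rat SCs, with bars at the mean and error bars at ± SD of 3 si*Control* and 3 si*Ctcf* libraries and 1 marker per replicate. The si*Ctcf* libraries lie between 16.1 and 96.8 FPKM for *Egr2*, below the si*Control* libraries between 153 and 349 FPKM, and its lower error bar ends at 0.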

Since CTCF is a crucial mediator of enhancer-promoter interactions and long-range genomic landscaping^50,51^, we tested whether CTCF regulates promoter-enhancer looping on the *Egr2* locus by performing quantitative chromosome conformation capture (3C) in control and si*Ctcf*-treated SCs across ~270 kilobases of the *Egr2* genomic locus on rat chromosome 20^51^. 3C assays allow capture of long-range interactions between *cis*-acting elements^51,52^. We assessed interactions between the anchor site within the promoter region with upstream (primers p1-p4) and downstream (primers p5–p8) regulatory or enhancer regions marked by the activating histone mark H3K27ac of the *Egr2* locus in a 3C assay in SCs (Supplementary Fig. 3a). We found that the *Egr2* promoter interacted at a high frequency with the upstream p2 and downstream at p7 regulatory elements, while minimal interactions between the anchor site and other *Egr2* elements were observed (Fig. 10d). In the CTCF-deficient SCs, interactions between *Egr2* promoter and its enhancers at p1, p2, and p7 sites, were markedly reduced compared to the interaction in control cells (Fig. 10d), suggesting that CTCF is required for the enhancer-promotor interactions with the *Egr2* locus. The interaction between *Egr2* promoter and the myelin-specific element (MSE)^53^ at the p6 site (around +38 kb) does not appear to be CTCF regulated, however, the chromatin accessibility in the *Egr2* MSE is reduced in *Ctcf*-knockdown SCs (Fig. 7c, e). In contrast, CTCF downregulation does not impair the chromatin looping around the *Sox10* locus (Fig. 10e). Given the downregulation of EGR2, but not SOX10, in CTCF-deficient SCs, this suggests that the CTCF-mediated enhancer-promotor looping is required for expression of *Egr2*, but not *Sox10*.

Although depletion of CTCF drastically decreased expression of *Egr2*, the genes neighboring *Egr2* such as *Nrbf2*, and *Jmjd1c*, which are located outside of the genomic topologically associating domain during mouse neural development^54^, were not substantially affected by CTCF depletion (Supplementary Fig. 3b-d), suggesting that the role of CTCF-mediated chromatin organization is specific to the *Egr2* gene during SC differentiation.

## Discussion

Although CTCF is a regulator of chromatin organization and enhancer function^3,18,19^, little had been known regarding its function in SC development and myelin regeneration. In this study, we found that CTCF is upregulated during SC differentiation and restricts chromatin accessibility in the gene loci associated with immature SC programs while silencing differentiation-inhibitory cues through recruiting PRC2/SUZ12 repressive complexes for promyelination gene expression. *Ctcf* deletion in SCs resulted in severe hypomyelination with a complete absence of myelinating axons in peripheral nerves. The loss of *Ctcf* blocked SC differentiation and myelination at the promyelinating state but did not appear to affect immature SC survival or myelin maintenance, indicating a stage-specific function of CTCF during SC-lineage progression. Recently, a short isoform of CTCF (CTCF-s) was identified to have a noncanonical role to antagonize full-length CTCF^55^. It remains to be defined for the function of CTCF-s in SC development.

In *Ctcf*-mutant sciatic nerves, we observed drastic downregulation of the critical SC differentiation regulators such as EGR2; however, expression of early stage SC regulators such as SOX2 and OCT6 was maintained in neonatal stages and even increased at later postnatal stages. Furthermore, CTCF deficiency led to an upregulation of differentiation-inhibitory cues, such as SOX2, NOTCH, SHH, and WNT pathways. These results suggested that CTCF functions as a dual-level switch to control of SC maturation through inactivation of differentiation-inhibitory signaling while promoting activation of promyelinating factors such as EGR2 during SC development.

The chromatin organizer CTCF can function as a repressor, activator, or insulator of gene expression depending on the genomic context^3,50^. We showed that CTCF overexpression promoted SC myelination program and repressed differentiation-inhibitory pathways, whereas the depletion of CTCF led to an increase in chromatin accessibility and derepression of genes associated with SC differentiation inhibition. This indicates that CTCF limits the expression of genes specifically expressed in immature or proliferating SCs. Thus, CTCF is required for the precise balance of proliferation versus differentiation during SC development.

We found that CTCF is critical for establishing the chromatin conformation necessary for the promotor-enhancer interaction that activates expression of the key SC promyelination factor EGR2. The activities of H3K27ac-marked enhancers around the promoters or enhancers of *Egr2* were substantially increased during SC differentiation (Supplementary Fig. 4a, b). Our ChIP-seq analysis showed that CTCF targets the enhancers of SC myelination genes during SC differentiation. suggesting that CTCF may modulate the enhancer landscape for activating expression of myelination-promoting genes such as *Egr2* during SC differentiation. Intriguingly, silencing of *Ctcf* appeared to elevate the promoter or enhancer activity around SC differentiation-inhibitory genes (Supplementary Fig. 4c). Since CTCF binding sites are interwoven with enhancer elements throughout the genome, our data indicate that CTCF plays a dual role during SC differentiation, inhibiting enhancer activity of immature SC-associated genes while activating the enhancer activity of myelin-related genes.

Our 3C assessment indicated that the enhancer region of *Egr2* forms a complex looped architecture that likely brings regulatory components into proximity. This hub involving the promoter and enhancer elements may ensure high levels of *Egr2* transcription during SC differentiation. Depletion of CTCF drastically decreased expression from *Egr2* but not neighboring genes outsides of the topologically associating domain (Supplementary Fig. 3), suggesting that CTCF specifically acts to upregulate *Egr2* during SC differentiation through establishing enhancer-promoter interaction associated with its expression. These findings are consistent with the notion that TADs are evolutionarily and developmentally stable regions and preferentially interact each other within TAD^56^. It is remained to be determined whether enhancer-promoter interactions of the *Egr2* neighboring genes such as *Nrbf2* and *Jmjd1c* outside of the TAD domain of *Egr2* are altered in the absence of CTCF. Whether and how CTCF regulates organizational architectures that shape the three-dimensional regulatory elements of other SC differentiation-promoting or inhibitory genes remain to be defined. Nonetheless, our results suggest a mechanism by which CTCF-mediated long-range interactions achieve cell-type and target-specific gene expression (Fig. 10f).

The PRC2 repressive complex is the sole histone methyltransferase that catalyzes the H3K27me3 mark^41,57^. Our data suggest that CTCF binding is critical for SUZ12-PRC2 recruitment onto the regulatory elements of genes that inhibit SC differentiation. PRC2 functions mainly to maintain rather than establish patterns of gene repression^39^, thus we reason that PRC2 functions to safeguard the SC differentiation program. In support of this hypothesis, the PRC2 component EED has been shown to be crucial for SC proliferation and differentiation and prevent alternative lineages in response to nerve injury by silencing differentiation-inhibitory and cell-cycle regulators^37,58^. EED does not, however, influence early development of myelin^37,58^. SUZ12 acts as structural scaffold for core PRC2 complex integrity and chromatin binding, but also its interactions with accessory cofactors that define distinct functions of PRC2 subcomplexes^39,40^. The distinct functions of individual PRC2 subunits have been reported in other contexts^39,59^. We showed that depletion of SUZ12 reduced expression of genes that induce SC differentiation, suggesting that SUZ12 might have activities distinct from those of EED in regulation of the SC myelination program. Of note, nonsense and inactivating mutations in PRC2 subunits like EED or SUZ12 are observed in malignant peripheral nerve sheath tumors^60^, suggesting that the loss of PRC2 function contributes to the proliferation of immature SCs during malignancy.

Genome-wide ChIP-seq revealed that H3K27me3 binding sites and CTCF binding sites overlap in genes encoding a subset of factors that inhibit differentiation, suggesting that CTCF may recruit the SUZ12/PRC2 complex to repress expression of certain genes. CTCF-mediated SUZ12/PRC2 recruitment has been shown to silence gene transcription^41,61^. Transcriptome profiling of SCs depleted of CTCF revealed a derepression of H3K27me3 target genes, suggesting that CTCF is required for the repressive activity of the PRC2 complex on these genes. The recruitment of SUZ12/PRC2 may stabilize CTCF-dependent genomic loops in genes marked with H3K27me3 to maintain their repressive states. Although CTCF may recruit other transcriptional repressors such as HDAC/SIN3a^62^, our data suggest that CTCF can promote SC differentiation by modulating the recruitment of the SUZ12/PRC2 repressive complex to silence the differentiation-inhibitory network (Fig. 10f). It is possible that the interaction between CTCF and PRC2 complexes such as SUZ12 could be indirect through other interacting mediators. Together, our studies demonstrate a critical function of CTCF-dependent chromatin architecture and local chromatin environments in control of gene expression programs necessary for SC myelination and remyelination. Although CTCF regulation is expected to be ubiquitous, our data demonstrate a temporal specificity of CTCF that is transiently required to establish a differentiated state during SC myelination. Our study revealed that expression of CTCF is upregulated during remyelinating phases after nerve injury, and is crucial for SC remyelination after nerve transection. The proliferation of SCs was not affected in the regenerating region of CTCF-deficient nerves, suggesting that CTCF may not be required for the generation of repair cells^47^, despite its essential role in normal remyelination after injury. This phenotype is similar to that of the transcriptional repressor ZEB2 in nerve repair^33,63^. However, CTCF does not appear to regulate ZEB2 expression (Supplementary Fig. 5), suggesting that CTCF may selectively control only certain promyelin regulators such as EGR2 to regulate myelin repair. Thus, manipulating CTCF function and activity in SCs may provide a therapeutic means of reversing adverse neuropathies.

## Methods

### Animals

*Ctcf*^*loxP/loxP*^ mice, generated from *Ctcf*^tm1a(EUCOMM)Wtsi^ mice breeding with ACT-FLPe mice (Jackson Laboratory, USA), were crossed with mice carrying Dhh-cre^10^ to obtain *Ctcf*^*loxP*/+;^Dhh-cre^+/−^ mice, which were then bred with *Ctcf*^*loxP/loxP*^ mice to generate control (*Ctcf*^*loxP/+;*^Dhh-cre^+/−^) and *Ctcf* cKO offspring (*Ctcf*^*loxP/loxP*^; Dhh-cre^+/−^). Littermates *Ctcf*^*loxP/loxP*^ or *Ctcf*^*loxP*/+;^Dhh-cre^+/−^ mice were used as controls. Recombination, perinatally or after sciatic nerve transection, was achieved by crossing *Ctcf*^*loxP/loxP*^ mice with the inducible Cre recombinase CreERT2 under the control of the Plp1 promoter (Plp1-creERT) followed by tamoxifen injection^30^. Animals of either sex were used in the study and littermates were used as controls. The mouse strains used in this study were generated and maintained on a mixed C57Bl/6;129 Sv background and housed in a vivarium with a 12-h light/dark cycle. Ambient temperature (22 °C) and 30–70% humidity was maintained. No more than four adult mice were housed in the same cage. The animal experiments were conducted with both genders. All animal use and studies complied with all relevant ethical regulations and were approved by the IACUC (Institutional Animal Care and Use Committee) at the Cincinnati Children’s Hospital Medical Center, USA.

### Isolation, growth, and differentiation of primary rat SCs

Rat SCs were isolated from sciatic nerves of newborn rats (1–2 d old). Sciatic nerves were harvest and dissociated by Trypsin-Collagenase (Gibco, 25200-056), then cells were treated with SC medium supplemented with Ara-C (Sigma, C6645) for 3 days and washed out fibroblasts. After treating with SC medium supplemented with anti-Thy-1.1 antibody (Serotec, MCA04G), cells were wash with HBSS (Gibco, 14170-112) to remove the remaining contaminating fibroblasts. Isolated SCs were grown routinely in DMEM/10% FBS (Life Technologies), supplemented with 10 ng ml^−1^ Neuregulin 1 (Nrg1; R&D Systems, 396-HB) and 5 μM forskolin (Sigma, F6886) plus L-glutamine and penicillin/streptomycin, hereafter termed SC proliferation medium. Cells between passages 2 and 6 were used in all experiments. >95% SC purity was achieved, assessed by SOX10 and S100β staining. To initiate differentiation, SCs were washed three times with DMEM and then cultured in differentiation medium containing DMEM/0.5% FBS and 1 mM dibutyryl cyclic AMP (Sigma, D0627) with L-glutamine and penicillin/streptomycin, for the length of time indicated in the text, depending on the assays used. All tissue culture containers and coverslips were coated with 50 μg ml^−1^ poly-L-lysine (Sigma, P-7890) in PBS for at least 30 min at room temperature and then rinsed in distilled water for three times. Purified rat SCs seeded on coverslips were fixed in 4% paraformaldehyde (PFA) for 15 min and washed in 1× PBS four times before immunofluorescence staining.

### Immunostaining and electron microscopy

The sciatic nerves of mice at defined ages were dissected and fixed for 30 min in 4% PFA, embedded in OCT, cryoprotected in 25% sucrose and sectioned at 9 μm as longitudinal sections by using cryostat. For BrdU pulse labeling, animals at P7 were injected subcutaneously with 100 mg BrdU kg-1 body weight 2 h before sciatic nerve collection. For immunostaining, we used antibodies to CTCF (rabbit, Cell Signaling, #3418, 1:600), SOX10 (goat, Santa Cruz Biotechnology, sc-17342, 1:500; rabbit, Abcam; ab155279, 1:500), Oct6 (goat, Santa Cruz Biotechnology, sc-11661, 1:200), EGR2 (rabbit, Santa Cruz Biotechnology, sc-20690, 1:200), MBP (goat, Santa Cruz Biotechnology, sc-13914, 1:500), SOX2 (goat, Santa Cruz Biotechnology, sc-17320, 1:200), Ki67 (rabbit, Thermo Scientific, RM-9106, 1:500), BrdU (rat, Abcam, ab6326, 1:200), cleaved-caspase 3 (rabbit, Cell Signaling, #9661, 1:200), NF-M (rabbit, Millipore, AB1987, 1:200). Secondary antibodies conjugated to Cy2, Cy3, or Cy5 were from Jackson ImmunoResearch Laboratories catalog numbers 705-165-147, 705-225-147, 711-225-152, 711-165-152, 711-175-152, 715-165-150, and 712-165-150 (1:500). All images were acquired using Nikon C2 confocal microscope. The threshold for the quantifications was based on the strong visual appearance of immunostaining signal of quantified cells compared with the background in a blinded manner.

For electron microscopy, mice were perfused with 4% PFA, 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.2. Sciatic nerves were dissected and fixed in the same fixative solution overnight. Nerves were rinsed in PBS, postfixed in 1% OsO4 in PBS for 1 h, dehydrated in graded ethanol, infiltrated with propylene oxide and embedded in Epon. Semi-thin sections were stained with toluidine blue, and thin sections were stained with lead citrate. The morphometric measurements of axonal sorting defects were performed using electron micrographs of ultrathin sections and analyzed using NIH Image J version 1.47 software (http://rsb.info.nih.gov/ij/). An entire sciatic nerve cross-section per animal was reconstructed by merging several high magnification photographs taken by bright field microscopy at ×100 magnification. The number of myelinated axons per nerve were analyzed in ultrathin sections using a JEOL 1200 EXII electron microscope.

### Transient transfections in rat SCs

For plasmid transfections, rat SCs were transfected with expression vectors using Lipofectamine 3000 (Life Technologies, L3000008) per the manufacturer’s protocol and assayed for immunocytochemistry or qPCR analysis. For siRNA knockdown in SCs, we used Lipofectamine RNAiMAX (Life Technologies, 13778075) per the manufacturer’s instructions. SCs were induced to differentiate after 24 h of transfection for 9 h before harvesting for immunocytochemistry or qPCR analysis. For siRNA knockdown, target sequence for CTCF siRNA is as follows: SASI_Rn01_00100578, SASI_Rn01_00100579, SASI_Rn01_00100580, SASI_Rn01_00100581. control siRNA: MISSION siRNA Universal Negative Control #1 (SIC001).

### Western blotting and co-immunoprecipitation

For western blotting, cells were lysed in modified RIPA buffer (50 mM Na-Tris, pH 7.4, 150 mM NaCl, 1% (v/v) NP-40, 0.25% sodium deoxycholate, 1 mM dithiothreitol, 10 mM NaF, 1 mM active sodium vanadate, 1 mM PMSF and 1× a cocktail of cOmplete protease inhibitors (Roche Applied Science) and centrifuged at 15,000 × *g*. for 15 min at 4 °C. After the determination of protein concentration (Bio-Rad), the lysates were separated by 4–12% SDS-PAGE. We used antibodies against CTCF (rabbit, Cell Signaling Technology, 3417 S, 1:1000), MBP (goat, Santa Cruz Biotechnology, sc-13914, 1:500), MPZ (rabbit, Abcam, ab31851, 1:1000), KROX20/EGR2 (rabbit, Santa Cruz Biotechnology, sc-20690, 1:200 or Guinea pig, provided by Michael Wegner, 1:1000), SUZ12 (rabbit, Cell Signaling Technology, 3737 S, 1:1000), EED (rabbit, Millipore, 17-10034, 1:1000), EZH2 (rabbit, Cell Signaling Technology, 5246 P, 1:1000), H3 (rabbit, Cell Signaling Technology, 4499 S, 1:1000), H3K27me3 (rabbit, Cell Signaling Technology, 9733 S, 1:1000), H3K27me2/3 (mouse, Active motif, 39536, 1:1000), H3K36me3 (rabbit, Abcam, ab9050, 1:1000), H3K4me1 (mouse, Active motif, 39635, 1:1000), H3K27ac (rabbit, Cell Signaling Technology, 4353 S, 1:1000), and GAPDH (mouse, Millipore, MAB374, 1:5000). Bands were visualized with secondary antibodies conjugated to horseradish peroxidase (Jackson ImmunoResearch Laboratories, 111-035-144, 705-035-147, and 115-035-062) and ECL western blotting detection reagents (Pierce) per the manufacturer’s instructions.

For immunoprecipitation, HEK293T cells cultured in 10% FBS/DMEM were transfected with expression vectors using PolyJet (Signagen) for 48 h. HEK293T or differentiating rat Schwann cells were lysed in NP-40 buffer (170 mM NaCl, 10 mM EDTA, 50 mM Tris pH 7.4, 50 mM NaF and 0.5% NP-40) supplemented with protease inhibitor cocktail and phosphatase inhibitors (Roche Diagnostics Inc.). A total of 300 μg of cell lysate proteins were incubated with 2 μg IgG or appropriate antibodies and immunoprecipitated using Protein A/G beads (Santa Cruz Biotechnology, sc-2003). Western blotting was performed using chemiluminescence with the ECL kit (Pierce). The antibodies used were CTCF (rabbit, Cell Signaling, 3417 S, 1:100), SUZ12 (rabbit, Cell Signaling Technology, 3737 S, 1:1000 for Western), anti-Flag (rabbit, 14793 S or mouse, 8146 S, Cell Signaling Technology, 1:200), and HA-tag (mouse, Cell Signaling, 2367 S, 1:200). Secondary antibodies conjugated to HRP were from Jackson ImmunoResearch Laboratories (111-035-144, and 115-035-062, 1:5000).

### Tamoxifen injection for *Ctcf* inducible knockout

We used Tamoxifen (Sigma, T5648) dissolved to a stock concentration of 20 mg ml^−1^ in a vehicle of ethanol and sunflower seed oil (1:9 v/v). For perinatal tamoxifen injections, tamoxifen stock was injected i.p. at 20 mg ml^−1^ for 5 consecutive days to lactating mothers, thus administering tamoxifen to pups, beginning at P0. Sciatic nerves of pups were analyzed at P14 for either immunostaining or electron microscopy. For adult tamoxifen treatment, 100 μl (20 mg ml^−1^) was administered by i.p. injection once daily for 5 consecutive days. Mice were treated again for 5 days after a 2-day rest period. Control mice were treated identically.

### Sciatic nerve transection injury

Mice at 6–8 weeks were under general anesthesia with injection of a mixture of ketamine (90 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight). Right sciatic nerves were exposed and transected at midthigh level. Exposed left sciatic nerves were used as uncut controls. Mice were treated with tamoxifen to delete floxed *Ctcf* alleles following injury. Nerves were collected at day 14 or 56 following surgery and processed for immunohistochemistry or EM.

### RNA isolation and real-time RT-PCR analysis

RNAs were isolated with the RNeasy Plus Mini kit (Qiagen, 74104) from cultured cells or snap-frozen sciatic nerves. cDNA was synthesized from 1 μg RNA using iScript Reverse Transcription Supermix (BioRad) according to the manufacturer’s instructions. qRT-PCR was performed using the StepOnePlus Real-Time PCR System (Applied Biosystems inc). qRT-PCR was performed using quantitative SYBR green PCR mix (BioRad). PCR primer sequences are available upon request. qRT-PCR analysis is based on the ΔΔCT method with normalization of the raw data to GAPDH genes according to the previous method^64^. For each gene, ΔCT was calculated by subtracting CT_GAPDH_ from CT_GENE_ in either the control or experimental group. We set the average ΔCT of the control as a calibrator, then the 2^–ΔΔCT^ method was used to calculate each relative expression in both control or experimental groups. The values in the control were normalized to 1 by dividing each data point with the averaged control value.

### DRG explant cultures

DRG neurons were isolated from embryonic day (E) 16.5 rat spinal cords and plated as explants on collagen-coated coverslips. Cultures were maintained in serum-free neurobasal medium (NB medium; 2% B27 supplement, 2 mM L-glutamine, 0.4% glucose, and 50 ng/ml 2.5 S nerve growth factor (NGF) (Harlan, 005017). Non-neuronal cells were removed via feeding the cultures with NB medium containing 5-fluorodeoxyuridine and uridine. SCs were isolated from sciatic nerves taken at P2 and expanded in SC proliferation medium. SC–DRG co-cultures were established through seeding purified DRG neuron cultures with 100,000 SCs in culture medium (MEM, 10% FBS, 2 mM L-glutamine, 0.4% glucose, and 50 ng/ml 2.5 S NGF). 3 days after SC plating, SC medium was supplemented with 50 μg ml^−1^ ascorbic acid (Sigma, A0278) to initiate myelination. SC–DRG co-cultures were allowed to myelinate for 10 days, with fresh media provided every 2 days. To determine the extent of myelination in SC–DRG co-cultures, the total number of MBP^+^ segments was counted in micrographs from 10–12 random fields per coverslip.

### RNA-seq and data analysis

RNA from siControl and si*Ctcf* SCs were extracted using TRIZOL (Life Technologies) followed by purification using a RNeasy Mini Kit (Qiagen). RNA-seq libraries were prepared using the Illumina TruSeq RNA Library Prep Kit v2 and sequenced by a HiSeq 2500 sequencer. RNA-seq reads were aligned to mm10 using TopHat 2.1.1 with default settings (http://ccb.jhu.edu/software/tophat/index.shtml). We used Cuffdiff2 2.2.1 to (1) estimate fragments per kilobase of transcript per million mapped reads (FPKM) values for known transcripts and to (2) analyze differentially expressed transcripts. In all differential expression tests, a difference was considered significant if the *p*-value was less than 0.05 and fold-change more 1.5 (Cuff-diff default). DEseq were used for RNA-seq of control and *Ctcf* cKO sciatic nerves from P7. Statistical analyses were performed to identify differentially expressed genes for each comparison using the negative-binomial model of read counts as implemented in the Bioconductor DESeq 1.39.0 package (https://bioconductor.org/packages/release/bioc/html/DESeq.html). Gene ontology (GO) analysis was performed using ToppGene Suite (https://toppgene.cchmc.org/) and Gene Set Enrichment Analysis (GSEA 4.0.1; http://www.broadinstitute.org/gsea/index.jsp).

### Chromatin immunoprecipitation sequencing (ChIP-seq) assays

ChIP assays were performed with minor modifications^43^. Purified rat SCs were fixed for 15 min at room temperature with 1% formaldehyde-containing medium. Nuclei were isolated and sonicated in sonication buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA and protease inhibitor cocktail). Sonicated chromatin (~300 µg) was used for immunoprecipitation by incubation with appropriate antibodies (4 μg) overnight at 4 °C. Prerinsed magnetic protein A/G beads (50 μL, Thermo Fisher Scientific, 26162) were added to each ChIP reaction and reactions were incubated for 1 h at 4 °C. The beads were then incubated in 200 ml elution buffer at 65 °C for 20 min to elute immunoprecipitated materials. The ChIP-seq libraries were prepared using NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (NEB catalogue number E6240L) and then run on the Illumina sequencer HiSeq 2500. We used antibodies CTCF (rabbit, Cell Signaling, #3418), H3K27Ac (rabbit, Active motif, 39135), or H3K27me3 (rabbit, Cell Signaling, 9733 s) for ChIP. The crosslinked and sonicated chromatins without immunoprecipitation were used as input controls. For ChIP, real-time PCR was performed using quantitative SYBR green PCR mix (Bio-Rad, 1725121). The values of IgG were normalized to 1.

### ChIP-seq peak-calling and data analysis

Reads of ChIP-seq data were aligned to Rn5 using Bowtie2 v2.3.5.1with the following options: -p 8, -m 1 (http://bowtie-bio.sourceforge.net). Peak calling was performed using MACS version 1.4.2 (Model-based Analysis of ChIP-seq) (http://liulab.dfci.harvard.edu/MACS) with a *p*-value cutoff of 10^−9^ and compared the peak sets using the ENCODE (v90) overlap rules. Motifs were predicted using the HOMER v4.11 program (http://homer.salk.edu/homer). The heatmaps were drawn using the Heatmap tools provided by Cistrome (http://cistrome.org/ap). Tracks were shown in Mochiview version 1.46. We used the FastQC 0.11.9 pipeline (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), a quality control tool for high-throughput sequence data, to assure the quality of raw sequence data from ChIP-seq and ATAC-seq. Mapping tags, parameters of alignments, peak enrichment information, and FastQC results for the ChIP-seq and ATAC-seq dataset were included in Supplementary Data 4.

### Assay for transposase-accessible chromatin using sequencing (ATAC-Seq)

We isolated nuclei of ~50,000 cells from a pool of control or *Ctcf*-knockdown SCs from two independent experiments in a cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630). After spinning down at 500 × *g* for 10 min at 4 C, nuclei were resuspended in transposition mix containing 2 × reaction buffer (TD, Illumina, 20034197), Nextera Tn5 Transposase (TDE1, Illumina, 15027865) at 37 °C for 30 min. Immediately following transposition, DNA were purified using a Qiagen MinElute PCR Purification Kit. Transposed DNA fragments were subsequently amplified and the amplified library was purified using Qiagen MinElute PCR Purification Kit. Libraries were generated using the Ad1_noMX and barcoded primers and were amplified for 11 total cycles. Libraries were purified with AMPure beads (Beckman Coulter, A63880) to remove contaminating primer dimers. All libraries were sequenced on the Illumina HiSeq 2500 with 75 bp single-end reads.

Reads of ATAC-seq data were aligned to rn5 genome using Bowtie2 v2.3.5.1 with the following options: –best–chunkmbs 200 (http://bowtie-bio.sourceforge.net). Peak calling and identification were performed using Model-based analysis of MACS version 1.4.2 (https://github.com/taoliu/MACS) with specific parameters without the prebuilt model: –shift 75 –extsize 150 –nomodel –call-summits –nolambda –keep-dup all −p 0.01, to call peaks, which extend and shift the fragments to get the region cut by the Tn5 sites. The read density profiles were normalized by the library size. Tracks were shown in Mochiview version 1.46. We calculated the peak_RPKM, then used GSEA (4.0.1) to analyze the enrichment of signature gene sets in siControl and si*Ctcf* cells^65^. Mapping tags, parameters of alignments, peak enrichment information, and FastQC 0.11.9 quality control results for the ATAC-seq dataset was included in Supplementary Data 4.

### Chromosome conformation capture (3C) assays

siControl or si*Ctcf* rat SCs (2 × 10^6^) were differentiated for 9 h and 1 × 10^7^ cells were crosslinked with 2% formaldehyde 10% FCS/PBS at room temperature for 10 min, followed by 1 M glycine quenching, pellet was lysed in a cold lysis buffer [10 mM Tris-HCl, pH 7.5; 10 mM NaCl; 5 mM MgCl_2_; 0.1 mM EGTA; 1× complete protease inhibitor (Roche, 11836145001)]. Then nuclei were digested with HindIII (NEB R3104s) overnight at 37 °C, and then T4 ligation (NEB M0202S) at 16 °C for 4 h. Then we use phenol-chloroform to purify the DNA pellet. 3C ligation products were quantified in triplicates by quantitative SYBR Green real-time PCR^66,67^. The relative interaction 3C signals were calculated according to a locus-specific BAC standard curve and to 3C signals and normalized to the level of the *Gapdh* locus. We chose the probe primer sequences for 3C experiments according to the potential enhancer elements marked by the activating histone mark H3K27ac in SCs.

### Statistical analysis

All analyses were done using Microsoft Excel version 16.16.23 or GraphPad Prism 6.00 (San Diego California, http://www.graphpad.com). Data are shown in dot plots or bar graphs as mean ± SEM; *P* < 0.05 is deemed statistically significant. Data distribution was assumed to be normal, but this was not formally tested. Count data were assumed to be nonparametric, and appropriate statistical tests were used. Statistical analysis was performed using two-tailed or one-tailed unpaired Student’s *t*-tests between two samples and one-way ANOVA with Tukey’s post-hoc analysis for multiple comparisons, log-rank test for survivals or as indicated. Permutation test was carried out based on the paired *t*-test statistic and 100,000 permutations. Quantifications were performed from at least three experimental groups in a blinded fashion. The n value was defined as the number of experiments that were repeated independently with similar results. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally employed in the field. Samples from the genotyped animals were randomly assigned for experimental analysis and data collection, and data were quantified with blinding.

### Reporting summary

Further information on research design is available in the Nature Research Life Sciences Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All high-throughput data generated in the paper are deposited in the NCBI Gene Expression Omnibus (GEO). The accession numbers are GSE138117. ChIP-seq datasets for H3K27me3 and p300 are extracted from GSE84265 and GSE93161, respectively. Egr2^Lo^ decreased and increased genes were obtained from https://www.pnas.org/content/suppl/2005/02/03/0407836102.DC1#F5 (Supporting Table 2). The list of differentially regulated genes between the *Eed* cKO and WT nerves were obtained from https://onlinelibrary.wiley.com/doi/full/10.1002/glia.23500 (Supporting Information Table 2). The data supporting this study are available in the Article, Supplementary Information, Source Data or available from the corresponding authors upon reasonable requests. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CTCF-mediated chromatin looping in EGR2 regulation and SUZ12 recruitment critical for peripheral myelination and repair
**Source:** Nat Commun. 2020 Aug 17;11:4133. doi: 10.1038/s41467-020-17955-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Gene expression with differential chromatin accessibility

File Name: Supplementary Data 2

Description: Details of CTCF ChIP-seq peaks overlapped with either H3K27me3 or H3K27ac ChIP-seq peaks

File Name: Supplementary Data 3

Description: Upregulated genes in *siCtcf* SCs targeted by CTCF

File Name: Supplementary Data 4

Description: QC and sequence information for ATAC-seq and ChIP-seq

# Supplementary material for: CTCF-mediated chromatin looping in EGR2 regulation and SUZ12 recruitment critical for peripheral myelination and repair
**Source:** Nat Commun. 2020 Aug 17;11:4133. doi: 10.1038/s41467-020-17955-2
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☒ A description of all covariates tested
☒	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No software was used during data collection. RNA-seq libraries were prepared using Illumina RNA-Seq Preparation Kit and sequenced by a HiSeq 2500 sequencer. The ChIP-seq libraries were prepared using NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (NEB catalogue number E6240L) and then run on the Illumina sequencer HiSeq 2500. ATAC-seq libraries were purified with AMPure beads (Agencourt) to remove contaminating primer dimers. All libraries were sequenced on the Illumina HiSeq 2500 with 75 bp single-end reads.
Data analysis	RNA-seq: Reads mapped to mm10 or rn5 whole genome by Tophat 2.1.1 (http://ccb.jhu.edu/software/tophat/index.shtml). We used Cuffdiff2 2.2.1 and Bioconductor DESeq (1.39.0) package to identify differentially expressed genes. Gene ontology (GO) analysis was performed using ToppGene Suite (https://toppgene.cchmc.org/) and Gene Set Enrichment Analysis (GSEA 4.0.1; http://www.broadinstitute.org/gsea/index.jsp). ChIP-seq: Reads mapped to rn5 whole genome by Bowtie2v2.3.5.1 with default options. Peak calling was performed using MACS1.4.2 with a p value cutoff of 10⁻⁹ and compared the peak sets using the ENCODE(v90) overlap rules. Motif was analyzed using HOMERv4.11 (http://homer.salk.edu/homer/index.html); ATAC-seq: Reads mapped to rn5 whole genome by Bowtie2v2.3.5.1 with default options. Peak calling was performed using Model-based analysis of MACS version 1.4.2 with special parameter: --shift -75 --extsize 150 --nomodel --call-summits --nolambda --keep-dup all -p 0.01, to call peak, which extend and shift the fragments to get the region cut by the Tn5 sites. Others: Mochiview version 1.46; Cistrome (http://cistrome.org/ap). Prism 6.0; Image J 1.47; Microsoft Excel 16.16.23.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability

All high-throughput data generated in the paper are deposited in the NCBI Gene Expression Omnibus (GEO). The accession numbers are GSE138117[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138117>]. ChIP-seq datasets for H3K27me3 and p300 are extracted from GSE84265[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84265>] and GSE93161[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93161>], respectively. Egr2Lo decreased and increased genes were obtained from <https://www.pnas.org/content/suppl/2005/02/03/0407836102.DC1#F5> (Supporting Table 2). The list of differentially regulated genes between the Eed cKO and WT nerves were obtained from <https://onlinelibrary.wiley.com/doi/full/10.1002/glia.23500> (Supporting Information Table 2).

The source data underlying Figs 1a, b, d, e, 2a, d, e, g–i, 3c, g, m, 4a, b, d–f, h, j, l, m, o, 5d, f, h, j, 6e, 7e, 8e–k and 9c, m–o, 10d, e and Supplementary Figs 1c–e, 4b, and 5b are provided as a Source Data file. The data supporting this study are available in the Article, Supplementary Information, Source Data or available from the authors upon reasonable requests. Source data are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were indicated in the legend of each Figure and Supplementary Figure. No statistical methods were used to predetermine sample sizes.

The sample sizes for western blotting were at least 2 for each group.

The sample sizes for RNA-seq and ATAC-seq were 2 for each group.

The sample sizes for ChIP-seq were 1 for each group.

The sample sizes for others were at least 3 for each group.

Our sample sizes are similar to those generally employed in the life sciences field.

(Soleilhavoup, C., Travaglio, M., Patrick, K. et al, 2020. <https://doi.org/10.1038/s41467-020-16947-6>

Guo, H., Ci, X., Ahmed, M. et al, 2019. <https://doi.org/10.1038/s41467-018-08133-6>

Maas, D.A., Eijssink, V.D., Spoelder, M. et al, 2020. <https://doi.org/10.1038/s41467-020-16218-4>

He, X., Zhang, L., Queme, L. et al, 2018. <https://doi.org/10.1038/nm.4483>

Li, J., Huang, K., Hu, G. et al, 2019. <https://doi.org/10.1038/s41467-019-08949-w>)

Data exclusions

No data were excluded from analyses.

Replication

The experimental findings were reliably reproduced, for representative data used for statistical analysis, the number of animals or experiments is described in corresponding figure legends.

Randomization

Samples from the genotyped animals were randomly assigned for experimental analysis and data collection

Blinding

For cell-based experiments, EM, immunohistochemistry, the genotypes of cells/animals were known before the conduction of experiments. For image analysis, cell and EM images were quantified in a blinded manner.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For western blot experiments, we used antibodies against CTCF (rabbit, Cell Signaling Technology, 3417S), MBP (goat; Santa Cruz Biotechnology, sc-13914), MPZ (rabbit; Abcam, ab31851), EGR2 (rabbit, Santa Cruz Biotechnology, sc-20690), SUZ12 (rabbit, Cell Signaling Technology, 3737S), EED (rabbit, Millipore, 17-10034), EZH2 (rabbit, Cell Signaling Technology, 5246P), H3 (rabbit, Cell Signaling Technology, 4499S), H3K27me3 (rabbit, Cell Signaling Technology, 9733S), H3K27me2/3 (mouse, Active motif, 39536), H3K36me3 (rabbit, Abcam, ab9050), H3K4me1 (mouse, Active motif, 39635), H3K27ac (rabbit, Cell Signaling Technology, 4353S), and GAPDH (mouse, Millipore, MAB374). Secondary antibodies conjugated to horseradish peroxidase (Jackson ImmunoResearch Laboratories, 111-035-144, 705-035-147, and 115-035-062) were used.

For immunoprecipitation experiments, the antibodies used were anti-CTCF (rabbit; Cell Signaling, 3417S), anti-SUZ12 (rabbit, Cell Signaling Technology, 3737S), anti-Flag (rabbit, 14793S or mouse, 8146S, Cell Signaling Technology) and HA-tag (Mouse, Cell Signaling Technology, 2367S). Secondary antibodies conjugated to HRP were from Jackson ImmunoResearch Laboratories (111-035-144, and 115-035-062)

For immunofluorescence experiments, we used antibodies to CTCF (rabbit; Cell Signaling, #3418), SOX10 (goat, Santa Cruz Biotechnology, sc-17342; rabbit, Abcam; ab155279), Oct6 (goat; Santa Cruz Biotechnology, sc-11661), EGR2 (rabbit, Santa Cruz Biotechnology, sc-20690), MBP (goat; Santa Cruz Biotechnology, sc-13914), SOX2 (goat; Santa Cruz Biotechnology, sc-17320), Ki67 (rabbit; Thermo Scientific, RM-9106-S0), BrdU (rat; Abcam, ab6326), cleaved caspase 3 (rabbit; Cell Signaling, #9661), NF-M (Rabbit, Millipore, AB1987). Secondary antibodies conjugated to Cy2, Cy3 or Cy5 were from Jackson ImmunoResearch Laboratories catalog numbers 705-165-147, 705-225-147, 711-225-152, 711-165-152, 711-175-152, 715-165-150 and 712-165-150.

For ChIP experiments, we used antibodies CTCF (rabbit; Cell Signaling, #3418), H3K27Ac (Active motif, 39135), and H3K27me3 (rabbit, Cell Signaling Technology, 9733S).

Antibodies are also listed in the Methods section under their respective experimental method.
We choose these antibodies by the product data sheets, literature and our pilot studies.

Validation

Primary antibodies were validated as follows:

- Anti-CTCF (rabbit, Cell Signaling Technology, 3417S): validated by the manufacturer "Application: Western Blotting, Immunoprecipitation. Specificity / Sensitivity: CTCF (D1A7) XP® Rabbit mAb detects endogenous levels of total CTCF protein. Species Reactivity: Human, Rat, Monkey".
- Anti-MBP (goat; Santa Cruz Biotechnology, sc-13914): validated by the manufacturer " MBP (C-16) is recommended for detection of MBP of mouse, rat and human origin by Western Blotting (starting dilution 1:200, dilution range 1:100-1:1000), immunofluorescence (starting dilution 1:50, dilution range 1:50-1:500)".
- Anti-MPZ (rabbit; Abcam, ab31851): validated by the manufacturer " Tested applications Suitable for: WB, IHC-FoFr, IHC-P, ICC/IF. Species reactivity Reacts with: Mouse, Rat, Human".
- Anti-EGR2 (rabbit, Santa Cruz Biotechnology, sc-20690): validated by the manufacturer "Egr-2 (H-220) is recommended for detection of Egr-2 of mouse, rat and human origin by Western Blotting (starting dilution 1:200, dilution range1:100-1:1000), immunofluorescence (starting dilution 1:50, dilution range 1:50-1:500)".
- Anti-EGR2/Krox20 (guinea pig; generated against a bacterially expressed and purified peptide corresponding to amino acids 28–166 of mouse Krox20 according to accession number NM_010118.3, validated on mouse sciatic nerve with and without Krox20 expression, 1:1000 dilution; PMID: 31142747)
- Anti-SUZ12 (rabbit, Cell Signaling Technology, 3737S): validated by the manufacturer "Application: Western Blotting, Immunoprecipitation. Specificity / Sensitivity: SUZ12 (D39F6) XP® Rabbit mAb detects endogenous levels of SUZ12 protein. Species Reactivity:Human, Mouse, Rat, Monkey".
- Anti-EED (rabbit, Millipore, 17-10034): validated by the manufacturer "Key Applications: Western Blotting. Specificity: Recognizes EED, Mr 62-70 kDa. Species Reactivity: Human, Mouse, Rat, Opossum, Chicken, Canine, Bovine".
- Anti-EZH2 (rabbit, Cell Signaling Technology, 5246P): validated by the manufacturer "Application: Western Blotting. Specificity / Sensitivity: Ezh2 (D2C9) XP® Rabbit mAb detects endogenous levels of total Ezh2 protein. This antibody does not cross-react with Ezh1 protein. Species Reactivity: Human, Mouse, Rat, Monkey".
- Anti-H3 (rabbit, Cell Signaling Technology, 4499S): validated by the manufacturer " Application: Western Blotting. Specificity / Sensitivity: Histone H3 (D1H2) XP® Rabbit mAb detects endogenous levels of total Histone H3 protein, including isoforms H3.1, H3.2, and H3.3. This antibody also detects the Histone H3 variant CENP-A. This antibody does not cross-react with other core histones. Species Reactivity: Human, Mouse, Rat, Monkey".
- Anti-H3K27me3 (rabbit, Cell Signaling Technology, 9733S): validated by the manufacturer "Application: Western Blotting, Chromatin IP, Chromatin IP-seq. Specificity / Sensitivity: Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb detects endogenous levels of

histone H3 only when tri-methylated on Lys27. The antibody does not cross-react with non-methylated, mono-methylated or di-methylated Lys27. In addition, the antibody does not cross-react with mono-methylated, di-methylated or tri-methylated histone H3 at Lys4, Lys9, Lys36 or Histone H4 at Lys20. Species Reactivity: Human, Mouse, Rat, Monkey".

- Anti-H3K27me2/3 (mouse, Active motif, 39536): validated by the manufacturer "Validated Applications: WB: 0.5 - 2 µg/ml dilution. Reactivity: Human, Wide Range Predicted".
- Anti-H3K36me3 (rabbit, Abcam, ab9050): validated by the manufacturer "Suitable for: ICC/IF, ChIPseq, WB, ChIP, ChIP/Chip, IHC-P. Reacts with: Mouse, Rat, Cow, Human".
- Anti-H3K4me1 (mouse, Active motif, 39635): validated by the manufacturer "Validated Applications: WB: 1:500 - 1:2,000 dilution. Reactivity: Human, Wide Range Predicted".
- Anti-H3K27ac (rabbit, Cell Signaling Technology, 4353S): validated by the manufacturer "Application: Western Blotting. Specificity / Sensitivity: Acetyl-Histone H3 (Lys27) Antibody detects endogenous levels of histone H3 when acetylated on Lys27. This antibody shows weak cross-reactivity with histone H3 acetylated on Lys9. This antibody does not cross-react with Histone H3 acetylated on lysines 14, 18 and 56. Species Reactivity: Human, Mouse, Rat, Monkey".
- Anti-GAPDH (mouse, Millipore, MAB374): validated by the manufacturer "Application: Anti-Glyceraldehyde-3-Phosphate Dehydrogenase Antibody, clone 6C5 is a well published and extensively characterized monoclonal antibody. Western blot: 1:100 to 1:300. Recognizes a 36kDa band of the reduced monomer. species reactivity: rabbit, feline, mouse, rat, fish, pig, canine, human".
- Anti-Flag (rabbit, 14793S or mouse, 8146S, Cell Signaling Technology): validated by the manufacturer " Application: Western Blotting, Immunoprecipitation. Specificity / Sensitivity: DYKDDDDK Tag (D6W5B) Rabbit mAb detects exogenously expressed DYKDDDDK proteins in cells. The antibody recognizes the DYKDDDDK peptide, which is the same epitope recognized by Sigma's Anti-FLAG® antibodies, fused to either the amino-terminus or carboxy-terminus of the target protein".
- Anti-HA-tag (Mouse, Cell Signaling Technology, 2367S): validated by the manufacturer " Application: Western Blotting. Specificity / Sensitivity: HA-Tag (6E2) Mouse mAb detects recombinant proteins containing the HA epitope tag. The antibody recognizes the HA-tag fused to either the amino or carboxy terminus of targeted proteins in transfected cells".
- Anti-CTCF (rabbit; Cell Signaling, #3418): validated by the manufacturer "Application: Immunofluorescence (Immunocytochemistry), Chromatin IP, Chromatin IP-seq. Specificity / Sensitivity: CTCF (D31H2) XP® Rabbit mAb detects endogenous levels of total CTCF protein. Species Reactivity: Human, Mouse, Rat, Monkey".
- Anti-SOX10 (goat, Santa Cruz Biotechnology, sc-17342): validated by the manufacturer " Sox-10 (N-20) is recommended for detection of Sox-10 of mouse, rat and human origin by immunofluorescence (starting dilution 1:50, dilution range 1:50-1:500)".
- Anti-SOX10 (rabbit, Abcam; ab155279): validated by the manufacturer "Suitable for: ICC/IF, IHC-FoFr, WB, Flow Cyt. Reacts with: Mouse, Rat, Human".
- Anti-Oct6 (goat; Santa Cruz Biotechnology, sc-11661): validated by the manufacturer "Oct-6 (C-20) is recommended for detection of Oct-6 of mouse, rat and human origin by immunofluorescence (starting dilution 1:50, dilution range 1:50-1:500)".
- Anti-SOX2 (goat; Santa Cruz Biotechnology, sc-17320): validated by the manufacturer "Sox-2 (Y-17) is recommended for detection of Sox-2 of mouse, rat and human origin by immunofluorescence (starting dilution 1:50, dilution range 1:50-1:500)".
- Anti-Ki67 (rabbit; Thermo Scientific, RM-9106-S0): Ki67 (Clone SP6) is excellent for staining and has been tested for use in immunofluorescence (Immunohistochemistry) on mouse species.
- Anti-BrdU (rat; Abcam, ab6326): validated by the manufacturer "Tested applications: Suitable for: ICC/IF, IHC-FoFr, IHC-P, IHC-Fr, Flow Cyt, IHC-FrFl".
- Anti-cleaved caspase 3 (rabbit; Cell Signaling, #9661): validated by the manufacturer "Application: Immunofluorescence (Immunocytochemistry). Specificity / Sensitivity: Cleaved Caspase-3 (Asp175) Antibody detects endogenous levels of the large fragment (17/19 kDa) of activated caspase-3 resulting from cleavage adjacent to Asp175. This antibody does not recognize full length caspase-3 or other cleaved caspases. Species Reactivity: Human, Mouse, Rat, Monkey".
- Anti-NF-M (Rabbit, Millipore, AB1987): validated by the manufacturer "Anti-Neurofilament M (145 kDa) Antibody, C-terminus detects level of Neurofilament M (145 kDa) & has been published & validated for use in IC, IH, IH(P) & WB. Species reactivity: reptile, human, pig, rat, bovine, mouse, rabbit, chicken, quail".
- Anti-H3K27Ac (Active motif, 39135): validated by the manufacturer "Validated Applications: ChIP: 3 µl per ChIP, ChIP-Seq: 5 µl each. Reactivity: Budding Yeast, Human, Wide Range Predicted".

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Rat Schwann cells from sciatic nerves of newborn rats (1–2 d old) were isolated as described in Methods. HEK293T cell line was purchased from ATCC.
Authentication	Rat Schwann cells were authenticate by immunostaining for SOX10 and S100β, and >95% SC purity was achieved. HEK293T cell line was authenticated by ATCC.
Mycoplasma contamination	All cell lines tested negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in the study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The mouse species used in this study, and a mixd C57Bl/6;129Sv strain was used. The animal were housed in a vivarium with a 12-h light/dark cycle. Ambient temperature (22°C) and 30-70% humidity was maintained. No more than 4 adult mice were housed in the same cage per IACUC regulations at CCHMC. Both male and female mice were used for the present study.

For immunofluorescence of CTCF, SOX10 in SC nuclei, mice at P7, P14, and P62 were used (Figure 1)
 For RT-qPCR of Ctf, mice at P0.5, P7, P10, P21, P60 were used. (Figure 1)
 For expression of CTCF, SOX10, MBP, Prx, Mpz, BrdU, Ki67, Cleaved-caspase 3, mice at P7 were used (Figure 3, 4)
 For survival rate, mice from P0.5 to P80 were used (Figure 3)
 For observation of sciatic nerve, mice at P13 were used (Figure 3)
 For EM of sciatic nerve, mice at P1, P7 and 8 weeks were used (Figure 3)
 For TAM injection of pups, mice at P0 were used (Figure 3)
 For expression of Egr2, Oct6, Sox10, mice at P2, P7, P14, P21, P28 were used (Figure 4)
 For injury experiment, mice from 6-8 weeks were used (Figure 5)
 For RNA-seq of sciatic nerves, mice at P7 were used (Figure 6)
 For TAM injection of adult mice, mice at about 6 week were used (Supplementary figure 1)

Wild animals

The study did not involve any samples collected from the wild animals.

Field-collected samples

The study did not involve any samples collected from the field.

Ethics oversight

All animal use and studies were approved by the Institutional Animal Care and Use Committee at Cincinnati Children's Hospital Medical Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

Generated by this study:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138117>

Other datasets:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84265>

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93161>

Files in database submission

FOR RAW FILES

CTCF_diff_chipseq.fastq.gz

CTCF_pro_chipseq.fastq.gz

run1879_lane1_read1_indexA003=Jincheng-rSC-Scramble-H3K27ac.fastq.gz

run1879_lane1_read1_indexA006=Jincheng-rSC-siCTCF-H3K27ac.fastq

FOR PROCESSED FILES

CTCF_diff_chipseq.wig

CTCF_pro_chipseq.wig

Jincheng-rSC-Scramble-H3K27ac.wig_temp.wig.gz

Jincheng-rSC-siCTCF-H3K27ac.wig_temp.wig.gz

Genome browser session
(e.g. [UCSC](#))

No longer applicable

Methodology

Replicates

One replicate for CTCF ChIP-seq in proliferative and differentiated rat Schwann cells

One replicate for H3K27ac ChIP-seq in siControl and siCtcf rat Schwann cells

Sequencing depth

Pro_CTCF, total reads, 5567648, uniquely mapped-reads, 5455434;

diff_CTCF, total reads, 18976205, uniquely mapped-reads, 18052061;

siControl_H3K27ac, total reads, 22245258, uniquely mapped-reads, 22245258;

siCtcf_H3K27ac, total reads, 23030389, uniquely mapped-reads, 23030389

Antibodies

CTCF (rabbit; Cell Signaling, #3418)

H3K27Ac (Active motif, 39135)

Peak calling parameters

ChIP-seq peak calling was performed as previously described using MACS (Modelbased Analysis of ChIP-seq) (<http://liulab.dfci.harvard.edu/MACS>)

with default parameters. windows size 300, p-value 1e-5, MFOLD enrichment 32,

bowtie 2 with default settings on rn5

Data quality

To ensure that our data were of high quality and reproducibility, we called peaks with enrichment ≥ 10 -fold over control ($p \leq 10^{-9}$) and compared the peak sets using the ENCODE overlap rules. These identified primary regions were further filtered using the following criteria, to define a more stringent protein-DNA interactome: (1) the p-value cutoff was set to $\leq 10^{-9}$; (2) an enrichment of

Software

6-fold and peak height > 5. We also used the FastQC pipeline to measure data quality of ATAC-seq and ChIP-seq data, and all the ATAC-seq and ChIP-seq sequencing data past the quality control criteria (e.g. Basic Statistics: pass; Per base sequence quality: pass; Sequences flagged with poor quality: none) as indicated in Supplementary Data 4.

The genome-wide distribution of protein binding regions was determined by HOMER (<http://homer.salk.edu/homer/index.html>) in reference to Ensembl RGSC3.4.61 release. For all ChIP-seq data sets, WIG files were generated with MACS, which were subsequently visualized using Mochiview v1.46. ChIP-seq heatmaps were ordered by strength of binding. The heatmaps were drawn using the Heatmap tools provided by Cistrome (<http://cistrome.org/ap>).

How the deposited data were processed for this re-analysis (not part of the article)

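RNA-seq of 2 experiments was processed again from the values that the authors deposited. The first had 2 control and 2 *Ctcf* cKO libraries of mouse sciatic nerves at P7, given by the paper as 2 animals per genotype. The second had 3 si*Control* and 3 si*Ctcf* libraries of cultured rat Schwann cells (SCs), treated with siRNA for 24 h and differentiated for 9 h. The ChIP-seq and ATAC-seq samples of the series were not analysed here.

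For the mouse nerves the authors aligned the reads to mm10 with TopHat and deposited 1 value per gene and library, taken here as RPKM. The labels name no unit, and the unit was read from the values. For genes with few reads they are whole multiples of a step that depends on the gene and the library. The values sum to 373936 and 376599 in the control libraries and to 406800 and 410114 in the *Ctcf* cKO libraries. For the rat cells the authors deposited FPKM from Cuffdiff2 after alignment with TopHat, which the methods paragraph places on mm10 and the reporting summary on mm10 or rn5 without saying which for rat. The files give no read counts, so no tool for counts was run and no interval for counting error is given. The steps of the mouse values, with RefSeq transcript lengths, gave 1 depth for 3294 of 4662 genes with 1 transcript and a step, at which 1 RPKM is 27.01, 25.20, 26.27 and 24.45 reads per kb of transcript in control replicates 1 and 2 and cKO replicates 1 and 2. The depth of the rat libraries is unknown. The mouse table holds 16907 rows, of which 12 carry no gene symbol and were left out (0.015% of the summed values). The rat table holds 17598 rows, with 4432 at 0 in every library, and for each of the 17096 symbols the row with the highest mean was kept, which left out 502 further rows. A spreadsheet had turned 23 mouse and 25 rat symbols into dates.

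In each species separately, genes with a value of at least 1 in at least 2 of 4 mouse libraries or in at least 3 of 6 rat libraries were tested on log2(value + 1) with limma (version 3.58.1, R 4.3.3, moderated test with a trend of the variance on the mean), and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The test covered 13728 mouse and 9512 rat genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. 36 gene lists of pathways, complexes and cell types were fixed before the deposited values were examined, and each was tested against the other genes with camera (limma) at a preset correlation of 0.01 and with an estimated correlation, where at least 3 members were tested. Some members are genes that the paper names as changed, so the lists are not independent of its results. The lists stand in for the collections that the paper tested by GSEA, which were not at hand. Genes are named in the text where the paper names them, where they were among the 12 largest increases or 12 largest decreases of a comparison (called, with all libraries of 1 group beyond all of the other and a mean of at least 5), where they were among the up to 4 called members of a list with the largest change, and for *Ctcf*; the values of Supplementary Data 3 and of the figures had been seen when this rule was written. Gene coordinates are those of the GENCODE annotation of mm10. Transcript lengths were taken by symbol from mouse RefSeq transcripts, for 91.9% of the tested rat genes.

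The alternatives set in advance were a pseudocount of 0.1, no filter, quantile normalization, the replicate number as a block, leaving out each library in turn, the thresholds of the paper (unadjusted p under 0.05 and a fold change over 1.5) and the estimated correlation. Where leaving out a library left 1 sample in a group, limma pools the spread, and the lone sample is assumed to vary like the other group. Chosen after seeing the data were median-of-ratios scaling of the deposited values, the removal of a trend on transcript length from each rat library (lowess, span 0.5), the rat test without si*Control* replicates 2 and 3 and the rat lists without genes listed at 0 in all libraries of 1 group. The tests were checked on simulated data with 100 genes changed by a log2 size of 1 and 100 by 2. The changed genes were drawn from those with a control mean above 2 on log2(value + 1). The numbers called therefore do not cover genes of lower level in controls. The size of the noise was the moderated spread of the fit itself. With 2 mouse libraries per group, 100 and 99 were called, with 19 unchanged genes called. With 3 rat libraries per group, 12 and 88 were called, with 11 unchanged genes called. The simulated noise was independent between genes and libraries, so effects shared across a library, such as the trend on transcript length, are not covered by these numbers.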

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

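The tests of explanations in the 3 paragraphs that follow, the removal of the length trend and median-of-ratios scaling were chosen only after the results they bear on had been seen, while the gene lists were planned.

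In rat SCs, genes with long transcripts were shifted up in si*Ctcf* relative to si*Control* libraries, from a median log2 fold change of -0.41 in the fifth of genes with the shortest transcripts to 0.95 in the fifth with the longest. A difference in length dependence between single libraries is a candidate explanation, since the log2 ratio of si*Control* replicate 1 to si*Control* replicate 3 had a Spearman correlation with length of 0.695 across genes, against 0.491 for the fold changes. This pair was the highest of the si*Control* pairs, with 0.587 for replicate 1 to 2 and 0.486 for replicate 2 to 3. The si*Ctcf* pairs had 0.05 (replicate 1 to 2), -0.15 (1 to 3) and -0.37 (2 to 3). The si*Ctcf* mean against si*Control* replicate 1 alone gave 0.12. The loss of *Ctcf* cannot be told apart from it as the origin: the correlations of the 3 si*Ctcf* and 3 si*Control* libraries differed at an exact permutation p = 0.2 (two-sided), and the smallest p that 3 against 3 allow is 0.1. With the trend removed, 1387 of the 2022 called genes were called in the same direction.

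In *Ctcf* cKO nerves more genes were called higher than lower, and the median log2 fold change of all genes lay above 0. Housekeeping genes had a median of 0.368, with 8 of 12 called higher by limma, also adjusted over the list alone, so a shift of all values through the scaling to library depth may account for the surplus. A fall in the reads of a few abundant genes stays open as the source of this shift: the 10 genes with the most reads in controls took 14.8% and 14.5% of the control reads and 6.34% and 5.87% of the *Ctcf* cKO reads, and after rescaling to equal reads outside them the median was 0.0676, between the bounds of 0.05 and 0.10 chosen for this test. After median-of-ratios scaling, 3683 genes were higher and 3537 lower, with 5804 of the 8205 called genes called in the same direction. A rise of most mRNAs with the loss of *Ctcf* was not tested and stays open.

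*Zfp365*, a zinc-finger protein gene 344 kb from *Egr2*, was below 1 RPKM in both controls, at 0.913 and 0.690 RPKM, and at 23.9 and 24.1 RPKM in the *Ctcf* cKO nerves (log2 fold change 3.80, adjusted p = 2.6e-05 from limma; without either cKO replicate it is below the filter and untested), which the text of the paper does not name. RNA of neurons is argued against by the 6 neuron markers, with a median of 0.0370 (SD 0.52, highest 1.22 for *Tubb3*) and a mean of 2.77 and 2.47 RPKM for *Nefl* in control and *Ctcf* cKO nerves. A rise of all genes around *Egr2* could not be tested with *Egr2* itself, since its fall was known beforehand. Of the neighbouring genes *Ado* was lower (log2 fold change -0.16, adjusted p = 0.042), a call that ended without any 1 of the 4 libraries. The 5 other genes of the neighbourhood were higher, from 0.33 to 1.57, so a change shared by these stays open. After quantile normalization *Zfp365* had a log2 fold change of 3.64. In rat SCs it had a log2 fold change of 0.86 (adjusted p = 0.19). An effect of the loss of *Ctcf* on this gene is a hypothesis that these data cannot test further.

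Signals below 1 RPKM in both controls, in genes the text of the paper does not discuss, were those of *Sp8* (log2 fold change 4.76), *Npy* (3.75), *Jph4*, a junctophilin gene (4.18; 0.825 and 0.814 RPKM in controls and 33.5 and 30.5 RPKM in *Ctcf* cKO nerves), and *Baiap2l2* (3.82; 0.125 and 0.211 RPKM in controls and 14.4 and 16.8 RPKM in *Ctcf* cKO nerves). Targets of p53, which the text of the paper does not discuss, had a median log2 fold change of 0.84 in the nerves and of 1.35 in the rat SCs, where *Pmaip1* is listed at 0 in a whole group (1.34 without it, and 0.72 with the length trend removed). The median of fatty acid and sphingolipid synthesis differed by -1.56 between nerves and rat SCs, since both *Ctcf* cKO nerves lay below their controls (-0.997 and -1.11) and all si*Ctcf* libraries above theirs (0.45, 0.54 and 0.88), a difference that was not tested; with the length trend removed the rat median was 0.19. The same held for the interferon response, with a difference of -0.68 that was not tested either (-0.13 and -0.14 in the nerves, 0.12, 0.50 and 0.95 in si*Ctcf* replicates 1 to 3, against 0.11 in si*Control* replicate 1), among 23 lists compared; the rat median of 0.52 became 0.06 with quantile normalization and 0.23 with the length trend removed.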

How the results depend on the processing

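Median-of-ratios scaling, the removal of the length trend and the rat tests without si*Control* replicates 2 and 3 were chosen after the data were seen, and the causes of the changes given here were not tested unless stated. The mouse counts of 6084 higher and 2121 lower genes became 3775 and 3341 with quantile normalization, 3683 and 3537 with median-of-ratios scaling and 2507 and 1033 at the thresholds of the paper, and stayed within 1.5 times under the other alternatives. Of the 167 named mouse genes that were called, 157 kept their call with quantile normalization and 156 with median-of-ratios scaling, and every sign was kept except that of *Msn* (0.23), which became -0.00301 and -0.00142. With an estimated correlation, at the same medians, no mouse list was called: myelin proteins at -1.91 (adjusted p = 0.34), cholesterol synthesis at -2.44 (0.34), EGR2-activated genes at -2.18 (0.445) and the cell cycle at 1.33 (0.531).

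The rat counts of 1360 higher and 662 lower genes rest on single libraries: without 1 library they ran from 20 to 2986 and from 8 to 1619, lowest without si*Ctcf* replicate 3 and highest without si*Control* replicate 1, and without si*Control* replicates 2 and 3 they were 24 and 5; all of these tests have fewer samples. They were 722 and 343 without a filter, 599 and 294 with the replicate number as a block and 2673 and 1393 at the thresholds of the paper, and the lower genes numbered 1124 with quantile normalization and 1008 with the length trend removed. The block is not backed by the rat values, since the deviations of libraries with the same number had correlations of 0.00, 0.05 and -0.17 across genes. In the nerves, control and *Ctcf* cKO libraries with the same number had a correlation of 0.64. With 2 libraries per group, the -0.64 with the other number is fixed by this value and adds no evidence for a pairing. The main mouse test leaves the replicate number out, and with the block 6746 mouse genes were higher and 2396 lower. Of the CTCF-bound upregulated genes of the paper, 76.9% were called higher, a share that became 38.1% without a filter, 41.4% with the block, 1.71% to 92.6% without 1 library and 1.47% without si*Control* replicates 2 and 3. The myelin list in rat had a median of -0.84 (adjusted p = 0.0665) with quantile normalization and -0.81 (0.991) with an estimated correlation. Cholesterol synthesis had -0.71 with quantile normalization (0.136), -0.78 (0.0542) with the length trend removed, -0.92 to -0.23 without 1 library, with the call ending without si*Control* replicate 2 (0.091) and si*Ctcf* replicate 1 (0.637), -0.0294 (0.582) without si*Control* replicates 2 and 3 and -0.69 (0.991) with an estimated correlation. Of the 93 named rat genes that were called, 81 kept their call with quantile normalization, 71 with the block, 19 without si*Control* replicate 2 and 11 without si*Ctcf* replicate 3, and *Mtor* turned from 0.94 to -0.22 with the length trend removed. DESeq2 and edgeR were not run, since the files hold no counts, and what depth limits was not tested in the nerves and is unknown for the rat libraries.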

Differences from the paper's values

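The removal of the length trend, median-of-ratios scaling and the test without si*Control* replicates 2 and 3 were chosen after the values were seen, and all other settings here were set before the data were examined. The paper's number of genes higher in si*Ctcf* SCs is about 1500 in Fig. 9j, read by eye, against 2673 here at the paper's thresholds of an unadjusted p under 0.05 and a fold change over 1.5. The value falls within 1.5 times the paper's with quantile normalization (1963) and without si*Control* replicate 2 (1733), si*Control* replicate 3 (2048), si*Ctcf* replicate 2 (1760) or si*Ctcf* replicate 3 (1456), and not with a pseudocount of 0.1 (2634), no filter (2608), the replicate block (2350) or without si*Control* replicate 1 (3348) or si*Ctcf* replicate 1 (2372). The paper's number of lower genes is about 2100 in Fig. 10a, read by eye, against 1393 here at the same thresholds. It comes within 1.5 times with quantile normalization (2014) and without si*Control* replicate 1 (1917), and not with a pseudocount of 0.1 (1380), no filter (1348), the replicate block (1234) or without si*Control* replicate 2 (801), si*Control* replicate 3 (1134), si*Ctcf* replicate 1 (1382), si*Ctcf* replicate 2 (847) or si*Ctcf* replicate 3 (769). Of the settings chosen afterwards, the removal of the length trend gave 1690 higher and 1730 lower genes, both within 1.5 times the paper's, and median-of-ratios scaling 2278 and 1723, of which only the lower genes are. The test without si*Control* replicates 2 and 3 gave 946 and 631, neither of them within that range. The paper tested with Cuffdiff and the values here with limma.

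In the nerves, Fig. 6e shows *Itgb1* lower by qRT-PCR, whereas its RNA-seq value was higher (log2 fold change 0.42, adjusted p = 0.0015 from limma; 0.18 after quantile normalization), while *Notch1* and *Id2*, of the same panel, were higher here as in the paper. In Fig. 4a *Sox10* and *Pou3f1* are reduced at P7 by qRT-PCR, against RNA-seq values of 0.38 (0.19 after quantile normalization) and 1.02 (0.78), and *Egr2*, of the same panel, was lower in both. Fig. 6d gives extracellular matrix among the functions of upregulated genes; of the list tested here 10 genes were higher and 7 lower of 29, also adjusted over the list alone (6 and 12 with quantile normalization), with a median of 0.02. *Egr1*, shown among changed genes in Fig. 6b, did not pass the test (0.09, adjusted p = 0.85). The paper states that *Nrbf2* and *Jmjd1c* were not substantially affected by CTCF depletion; in the nerves *Nrbf2* was higher (0.66, adjusted p = 0.003; 0.45, adjusted p = 0.0079, after quantile normalization) and so was *Jmjd1c* (0.33, adjusted p = 0.0099), a call that ended after quantile normalization (0.14, adjusted p = 0.16) and without control replicate 1, while in rat SCs neither passed the test (-0.06 and 1.24).

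In rat SCs, Fig. 2a shows *Mpz* reduced by qRT-PCR, against an RNA-seq value of 0.88 (adjusted p = 0.21). Without si*Control* replicate 1 it was called higher (1.21, adjusted p = 0.046). Of the same panel, *Ctcf* and *Egr2* were lower in both, and *Sox10*, reduced there, did not pass the test here. The paper finds OCT6 not significantly altered by immunofluorescence (Fig. 2d), whereas the RNA of *Pou3f1*, its gene, was called lower here. Fig. 8b shows genes of the regulation of lipid biosynthesis lower, in a collection that was not at hand; the fatty acid and sphingolipid list had a median of 0.52 (0.19 with the length trend removed). The cholesterol list had a median of -0.69 (adjusted p = 0.0376 from camera; adjusted p = 0.991 with an estimated correlation), with none of 20 genes called, also adjusted over the list alone, and 5 lower with quantile normalization. The call of the list by camera also ended with quantile normalization (0.136) and without si*Control* replicate 2 (0.091) or si*Ctcf* replicate 1 (0.637). Fig. 8c shows genes repressed by H3K27me3 and PRC2 higher, in collections that were not at hand. Of the list of PRC2 targets used in their place, 14 of 73 genes in the table reached the filter. Of these 14, 2 were higher and 1 lower, also adjusted over the list alone (1 and 3 with quantile normalization). Their median was -0.14, a direction that rests on single libraries (0.48, 0.16 and 0.10 without si*Control* replicates 1 to 3 in turn). Listed genes below the filter are not in these counts, so the counts cannot decide whether silent targets rose. Of the 1292 genes of Supplementary Data 3, 1292 have a higher mean in si*Ctcf* SCs, 8 of them by 1.5 times or less (lowest 1.21). Fig. 10b shows *Lss*, *Mal*, *Prx* and *Plp1* lower; at the paper's thresholds *Lss* (unadjusted p = 0.044), *Mal* (0.029) and *Prx* (0.018) were lower here as well and *Plp1* (0.29) was not, and at an adjusted p under 0.05 from limma none of them was called. Settings under which they were called lower at that adjusted p were quantile normalization for *Lss* (-0.96, adjusted p = 0.046), the test without si*Ctcf* replicate 1 for *Mal* (-2.04, adjusted p = 0.029), that test (-3.23, adjusted p = 0.035) and the replicate block (-2.41, adjusted p = 0.047) for *Prx*, and, chosen after the values were seen, the removal of the length trend for *Lss* (-1.68, adjusted p = 0.014) and *Prx* (-3.13, adjusted p = 0.025), and none for *Plp1*. *Hes1*, which Fig. 9m shows as higher, was higher at the paper's thresholds (unadjusted p = 0.035) and at an adjusted p under 0.05 only with the length trend removed (1.46, adjusted p = 0.048), which was chosen after the values were seen; with it 692 of 1137 tested genes of Supplementary Data 3 were called higher, against 943 of 1226.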

Other observations

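The gene lists, their tests and the overlap of mouse and rat calls were planned; the split of the protocadherins by cluster, the splits of the rat libraries, the removal of the length trend and median-of-ratios scaling were chosen only after the results were seen. In *Ctcf* cKO nerves the clustered protocadherins, genes of cell adhesion molecules, parted by cluster at an adjusted p under 0.05 from limma: all 14 tested alpha genes were higher (median log2 fold change 1.41), and all 14 beta genes (-0.88) and 22 gamma genes (-0.68) were lower, also after median-of-ratios scaling. The alpha genes share constant exons, as do the gamma genes, so they are not separate measurements (SD of the log2 fold changes 0.06 and 0.03). The whole list, 14 of 50 higher and 36 lower over all genes and the same adjusted over the list alone, had a median of -0.67 (adjusted p = 4.4e-09 from camera; adjusted p = 0.612 with an estimated correlation). Targets of p53 had 16 of 21 higher and 3 lower over all genes and the same adjusted over the list alone. The higher ones included *Gdf15*, a stress cytokine gene (2.99), and *Eda2r*, a death-domain receptor gene (2.21). The lower ones were *Cdkn1a* (-0.76), *Rrm2b* (-0.58) and *Plk2* (-0.20). The list had an adjusted p = 0.0271 from camera and an adjusted p = 0.612 with an estimated correlation. PRC2 subunits had 7 of 11 higher and 1 lower over all genes and the same adjusted over the list alone, among them *Eed* (1.06) and *Suz12* (0.44), with a median of 0.55. *Stag1*, of cohesin, was higher (1.17), and CTCF and cohesin genes had 6 of 11 higher and 1 lower over all genes and the same adjusted over the list alone (5 and 3 over all genes with quantile normalization). Stress response genes had 11 of 15 higher and 0 lower over all genes and the same adjusted over the list alone, with *Trib3* (2.44) and *Ddit3* (1.32) of the unfolded protein response. The Wnt pathway had 7 of 13 higher and 2 lower over all genes and the same adjusted over the list alone, with *Tcf7* (1.94) and *Lgr5* (1.43). By camera the adjusted p was 0.319 for PRC2 subunits, 0.486 for CTCF and cohesin genes and 0.677 for the Wnt pathway. For the stress response it was 0.0662 (0.0376 with quantile normalization). Of all 13728 tested genes 6084 were higher and 2121 lower, so many higher members are not particular to these lists. Hox genes had 2 of 21 higher and 4 lower over all genes, or 2 and 2 adjusted over the list alone (1 and 7 over all genes with quantile normalization), at a median of -0.11 (adjusted p = 0.0186 from camera; adjusted p = 0.504 with an estimated correlation; adjusted p = 0.0887 with quantile normalization). Of PRC2-target developmental regulators, 15 of 41 in the table reached the filter. Of these 15, 3 were higher and 3 lower over all genes and the same adjusted over the list alone. Their median was -0.11 and their mean 0.22. Upstream regulators of *Egr2* and of myelination had 11 of 21 higher and 6 lower over all genes and the same adjusted over the list alone (7 and 8 over all genes with quantile normalization), with *Tead4* (-1.08) and *Tead3* (-0.89) lower and *Tead2* (1.07) higher. The Notch pathway had 2 of 11 higher and 2 lower over all genes and the same adjusted over the list alone. The Hedgehog pathway had 0 of 8 higher and 2 lower over all genes and the same adjusted over the list alone. The interferon response had 4 of 13 higher and 5 lower over all genes and the same adjusted over the list alone, with *Stat1* (-0.81) lower and *Bst2* (2.27) higher. *Egr2* and the genes around it had 6 of 8 higher and 2 lower over all genes and the same adjusted over the list alone, the lower ones being *Egr2* itself and *Ado*, whose call ended without any 1 of the 4 libraries. Genes of repair SCs had 0 of 4 called by limma over all genes, and 0 adjusted over the list alone, with 1 higher and 0 lower at an unadjusted p under 0.05. Quantile normalization turned the median from above 0 to below 0 for these upstream regulators (0.20 to -0.02), the Notch pathway (0.13 to -0.06), the Hedgehog pathway (0.03 to -0.17), pericyte and smooth muscle markers (0.15 to -0.05), red blood cell markers (0.03 to -0.25) and neuron markers (0.04 to -0.05).

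Markers of other cell types in the nerve were also measured. Macrophage and leukocyte markers had 0 of 13 higher and 3 lower over all genes and the same adjusted over the list alone (0 and 8 over all genes with quantile normalization), with *Csf1r* (-0.42) and *Mrc1* (-0.49) lower (median -0.17, adjusted p = 0.00421 from camera; adjusted p = 0.504 with an estimated correlation). For fibroblast markers the median was -0.25 (adjusted p = 0.0278 from camera; adjusted p = 0.504 with an estimated correlation; adjusted p = 0.108 with quantile normalization). Perineurial markers had 2 of 7 higher and 4 lower over all genes and the same adjusted over the list alone, with *Msln* (-2.11) and *Cldn1* (-0.68) lower. Endothelial markers had 0 of 10 higher and 2 lower over all genes and the same adjusted over the list alone (0 and 5 over all genes with quantile normalization). Pericyte and smooth muscle markers had 0 of 7 higher and 1 lower over all genes, or 0 and 0 adjusted over the list alone. Adipocyte markers had 1 of 4 higher and 0 lower over all genes and the same adjusted over the list alone. Neuron markers had 2 of 6 higher and 0 lower over all genes and the same adjusted over the list alone. Sex-linked genes had 0 of 5 higher and 2 lower over all genes, or 0 and 0 adjusted over the list alone. The mix of sexes differed between the libraries. *Xist*, of the inactive X, was at 26.2 and 0.108 RPKM in controls and at 55.0 and 36.1 RPKM in *Ctcf* cKO nerves. *Ddx3y*, of the Y chromosome, was at 13.3 and 24.1 RPKM in controls and at 3.86 and 10.9 RPKM in *Ctcf* cKO nerves. Control replicate 1 and both *Ctcf* cKO libraries held both RNAs, so they may each hold more than 1 mouse, and n = 2 counts libraries. Skeletal muscle markers, at a median of 1.23, had 0 of 13 called by limma over all genes, and 0 adjusted over the list alone, with 0 higher and 0 lower at an unadjusted p under 0.05. Red blood cell markers had 0 of 6 called by limma over all genes, and 0 adjusted over the list alone, with 0 higher and 0 lower at an unadjusted p under 0.05.

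In rat si*Ctcf* SCs p53 targets had 10 of 20 higher and 1 lower over all genes, or 11 and 1 adjusted over the list alone, with *Gdf15* (3.04), *Fas* (2.61) and *Ccng1* (2.57) higher (adjusted p = 0.00367 from camera; adjusted p = 0.544 with an estimated correlation). Cell-cycle genes had 3 of 33 higher and 5 lower over all genes, or 3 and 6 adjusted over the list alone (3 and 8 over all genes with quantile normalization), with *Ube2c* (-3.23) and *Cdc20* (-2.54) lower (median -0.96, adjusted p = 0.0376 from camera; adjusted p = 0.991 with an estimated correlation), and over the list the median deviation from the si*Control* mean was 0.13, -1.64 and -1.55 in si*Ctcf* replicates 1 to 3. The call of this list by camera also ended with the length trend removed (adjusted p = 0.0824), with median-of-ratios scaling (adjusted p = 0.0574) and without si*Control* replicate 1 or si*Ctcf* replicate 2 or 3. DNA replication had 5 of 27 higher and 0 lower over all genes, or 1 and 0 adjusted over the list alone (1 and 0 over all genes with quantile normalization), with *Tyms* (2.31) higher. Extracellular matrix genes had 6 of 21 higher and 0 lower over all genes, or 11 and 1 adjusted over the list alone, with *Bgn*, the biglycan gene (2.77), higher and a median of 0.85; with the length trend removed 4 were higher and 1 lower, with a median of -0.30. Laminin receptors and integrins had 4 of 13 higher and 2 lower over all genes, or 6 and 2 adjusted over the list alone, with *Itgb8* (3.80) and *Itgb3* (2.95) higher. Negative regulators of myelination had 2 of 16 higher and 1 lower over all genes and the same adjusted over the list alone, with *Id2* (-1.94) lower. *Pds5a* (2.19) and *Stag1* (1.90) were higher among CTCF and cohesin genes, which had 2 of 9 higher and 1 lower over all genes, or 5 and 1 adjusted over the list alone. *Hoxc8* (1.99) was higher and *Hoxd9* (-1.50) lower among Hox genes, which had 1 of 14 higher and 1 lower over all genes and the same adjusted over the list alone. The Wnt pathway had 2 of 10 higher and 2 lower over all genes, or 3 and 2 adjusted over the list alone, with *Myc* (-1.40) lower. The Hedgehog pathway had 2 of 4 higher and 0 lower over all genes, or 2 and 1 adjusted over the list alone. The interferon response had 2 of 9 higher and 0 lower over all genes, or 3 and 0 adjusted over the list alone. The stress response had 3 of 12 higher and 1 lower over all genes, or 4 and 1 adjusted over the list alone, with *Hmox1* (1.92) higher. *Egr2* and the genes around it had 1 of 7 higher and 1 lower over all genes, or 3 and 2 adjusted over the list alone, with *Reep3* (2.71) higher and, over all genes, only *Egr2* itself lower. PRC2 subunits had 0 of 8 called by limma over all genes, and 0 adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. Pan-Schwann markers had 1 of 5 higher and 0 lower over all genes and the same adjusted over the list alone, with *Cdh19* (3.11) higher. Clustered protocadherins had 1 of 3 higher and 0 lower over all genes, or 2 and 0 adjusted over the list alone. Fibroblast markers had 1 of 4 higher and 0 lower over all genes, or 1 and 1 adjusted over the list alone. Perineurial markers had 1 of 3 higher and 0 lower over all genes and the same adjusted over the list alone. Neuron markers had 1 of 3 higher and 0 lower over all genes and the same adjusted over the list alone. Housekeeping genes had 1 of 11 higher and 1 lower over all genes, or 0 and 1 adjusted over the list alone. Skeletal muscle markers had 0 of 3 called by limma over all genes, and 0 adjusted over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05. Pericyte and smooth muscle markers had 0 of 2 called by limma over all genes, and 0 adjusted over the list alone, with 0 higher and 0 lower at an unadjusted p under 0.05. Macrophage and leukocyte markers had 0 of 1 called by limma over all genes, and 0 adjusted over the list alone, with 0 higher and 0 lower at an unadjusted p under 0.05. No endothelial, adipocyte, red blood cell or sex-linked gene reached the filter. The calls of *Gdf15*, *Fas* and *Bgn* held without any 1 library. The calls of *Ccng1*, *Tyms*, *Itgb3*, *Id2*, *Stag1*, *Hoxc8* and *Hmox1* ended without si*Control* replicate 2 or si*Ctcf* replicate 2 or 3. Those of *Itgb8*, *Pds5a*, *Hoxd9*, *Myc*, *Reep3* and *Cdh19* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 1, 2 or 3. Those of *Ube2c* and *Cdc20* ended without si*Control* replicate 2 or 3 or si*Ctcf* replicate 2 or 3. Quantile normalization turned the rat medians from above 0 to below 0 for DNA replication (0.27 to -0.09), Hox genes (0.26 to -0.17), PRC2 subunits (0.24 to -0.03), the Wnt pathway (0.10 to -0.07) and the Hedgehog pathway (0.36 to -0.01), and upstream regulators of *Egr2* moved from 0.08 to -0.0030. Small medians below 0 turned above 0 for neuron markers (-0.04 to 0.12) and housekeeping genes (-0.04 to 0.01). The real split of the 6 libraries was the only 1 of 10 splits into 3 and 3 that called 2022 genes. The highest of the others called 0, and 10 splits are too few for a share under 0.05.

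The responses of nerves and cultured SCs were compared over 8563 genes matched by symbol. Of these, 157 were lower in both, against 83.7 for independent lists (odds ratio 2.37, two-sided Fisher exact p = 2.0e-16), and 547 were higher in both, against 602 (odds ratio 0.808, p = 6.5e-04 from the same exact test). Genes higher in the nerves and lower in culture numbered 249 (294 for independent lists), and those lower in the nerves and higher in culture 175 (171). Across genes the log2 fold changes had a Pearson r of 0.03 and a Spearman rho of -0.05 (0.04 with the rat length trend removed), and genes are not independent replicates, so the exact tests overstate the evidence. Of the genes of Supplementary Data 1 with higher accessibility and RNA, 12 of 70 tested in rat SCs were higher and 3 lower, and of those with lower accessibility and RNA, 18 of 99 were lower and 15 higher. Over all 9512 tested rat genes 1360 were higher and 662 lower, so a surplus of higher genes is not particular to the first list.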
